# A stress-responsive bZIP transcription factor *OsbZIP62* improves drought and oxidative tolerance in rice

**DOI:** 10.1186/s12870-019-1872-1

**Published:** 2019-06-17

**Authors:** Shiqin Yang, Kai Xu, Shoujun Chen, Tianfei Li, Hui Xia, Liang Chen, Hongyan Liu, Lijun Luo

**Keywords:** Abscisic acid, Drought tolerance, *OsbZIP62*, Oxidative tolerance, Rice, Transcription factor

## Abstract

**Background:**

Drought is a major abiotic stress factor that influences the yield of crops. Basic leucine zipper motif (bZIP) transcription factors play an important regulatory role in plant drought stress responses. However, the functions of a number of bZIP transcription factors in rice are still unknown.

**Results:**

In this study, a novel drought stress-related bZIP transcription factor, *OsbZIP62*, was identified in rice. This gene was selected from a transcriptome analysis of several typical rice varieties with different drought tolerances. *OsbZIP62* expression was induced by drought, hydrogen peroxide, and abscisic acid (ABA) treatment. Overexpression of *OsbZIP62-VP64* (*OsbZIP62V*) enhanced the drought tolerance and oxidative stress tolerance of transgenic rice, while *osbzip62* mutants exhibited the opposite phenotype. OsbZIP62-GFP was localized to the nucleus, and the N-terminal sequence (amino acids 1–68) was necessary for the transcriptional activation activity of OsbZIP62. RNA-seq analysis showed that the expression of many stress-related genes (e.g., *OsGL1*, *OsNAC10*, and *DSM2*) was upregulated in *OsbZIP62V* plants. Moreover, OsbZIP62 could bind to the promoters of several putative target genes and could interact with stress/ABA-activated protein kinases (SAPKs).

**Conclusions:**

*OsbZIP62* is involved in ABA signalling pathways and positively regulates rice drought tolerance by regulating the expression of genes associated with stress, and this gene could be used for the genetic modification of crops with improved drought tolerance.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1872-1) contains supplementary material, which is available to authorized users.

## Background

Rice is one of the most important grain crops and the most water-consuming crop (approximately 65% of agricultural water) [1, 2]. Due to environmental pollution and climate change, plants frequently encounter various abiotic stresses (such as drought, heat, and salt) that influence their growth and development during the growth process. Drought is one of the major stress factors that severely affects plant growth and results in a series of physiological and biochemical changes [3]. In response to drought stress, plants have evolved a set of very complex and effective strategies that include regulating stomatal closure to reduce plant transpiration and water loss; accumulating osmolytes (such as inorganic ions, organic solutes and sugars) to maintain the osmotic balance of cells; and increasing superoxide dismutase (SOD), catalase (CAT) and other antioxidants to maintain cell membrane stability [4]. These plant physiological and biochemical responses are achieved mainly via stress signal transduction and the transcriptional regulation of downstream stress-related genes [1].

ABA is one of the most widely studied plant hormones that modulate both plant growth and stress responses [5–7]. In recent years, studies have shown that ABA helps plants cope with abiotic stress mainly due to the participation of their receptors. The main concept is as follows: ABA combines with PYR/PYL/RCARs proteins to form a compound, which then interacts with protein phosphatase 2Cs (PP2Cs) to inhibit the activity of PP2Cs, thereby relieving the inhibition of PP2C on SnRK2s. SnRK2s subsequently activate downstream transcription factors by phosphorylation [8–10]. Among these transcription factors, bZIPs compose one of the transcription factor families that has been extensively studied. It has been found that bZIP transcription factors play various roles in plant growth and stress responses, such as seed maturation, disease resistance, and drought resistance [1, 11, 12]. There are approximately 110 bZIP transcription factors in *Arabidopsis thaliana*, some of which have been identified [13–15]. On the basis of their structure and function, plant bZlP transcription factors are classified into 10 subfamilies [14]. The bZIP transcription factors of different groups play various roles in the abiotic stress response. For example, many members of the group C bZIP transcription factors, known as the *ABF/AREB/ABI5* subfamily, participate in ABA signal transduction and the stress response [16, 17]. *ABF1* is mainly involved in ABA and low-temperature stress responses, and *ABF2/AREB1* and *ABF4/AREB2* are mainly involved in ABA, drought, high-salt, heat and oxidative stress responses [18–20].

There are 89 bZIP transcription factors in rice [21, 22]. Studies have shown that several members of the third subfamily, such as *OsbZIP23*, *OsbZIP46*, and *OsbZIP72*, function in rice stress responses [23–25]. Overexpression of *OsbZIP23* in transgenic rice plants significantly improved rice drought resistance and salt tolerance and increased sensitivity to ABA [23, 26]. *OsbZIP46*, which encodes a transcription factor and is homologous to *OsbZIP23*, plays a very important role in mediating ABA signalling and drought resistance. Overexpression of a constitutively active form of *OsbZIP46* significantly increased the drought resistance of rice [25, 27]. *OsbZIP72* was identified by yeast one-hybrid screening. Its transcriptional activity mainly depends on the amino acid sequence of its N-terminus. Overexpression of *OsbZIP72* in rice plants can also enhance the ABA sensitivity and drought resistance [24, 28].

Though the functions of several bZIP genes in rice have already been determined in terms of stress resistance, a number of bZIP genes have not been identified in rice. In this study, we identified a novel bZIP transcription factors, *OsbZIP62*, and the results showed that *OsbZIP62* is a key regulator in rice drought and oxidative stress responses and has potential application in genetically modified crops with improved drought tolerance.

## Results

### *OsbZIP62* encodes a bZIP protein that belongs to the third subfamily of bZIP transcription factors in rice

In our previous study, the transcriptomes of several typical rice varieties with different drought tolerances were analyzed (unpublished). Some drought tolerance candidate genes whose expression was significantly correlated with stress physiological indices (e.g., osmotic potential) were selected (data not shown). Among these genes, *OsbZIP62* was selected for further study. *OsbZIP62* encodes a putative bZIP transcription factor [22]. Protein sequence analysis demonstrated that OsbZIP62 contains a typical basic region and leucine zipper domains (Additional file 1: Figure S1). Phylogenetic analysis of the third subgroup members of Arabidopsis and rice bZIP transcription factors showed that OsbZIP62, OsbZIP72 (LOC_Os09g28310), OsbZIP46 (LOC_Os06g10880) and OsbZIP23 (LOC_Os02g52780) were distributed on the same branch (Additional file 1: Figure S2) and that OsbZIP62 was near OsbZIP72, whose function is related to ABA and drought [24]. These results suggested that *OsbZIP62* might play a similar role in plant ABA and drought responses.

### Expression pattern of *OsbZIP62* under different stresses

To investigate and predict the function of *OsbZIP62*, the expression pattern of *OsbZIP62* under different abiotic stresses and phytohormone treatments was investigated by qPCR. *OsbZIP62* expression was significantly induced by polyethylene glycol (PEG)-simulated drought stress, oxidative stress (induced by H_2_O_2_), heat stress, salt stress, and ABA treatment and was slightly induced by cold stress (Fig. 1a). Bioinformatic analysis showed that there were many predicted stress response-related cis-elements, such as G-box recognition site (4 hits), MYB recognition site (1 hit), ABRE element (1 hit) and HSE recognition site (2 hits), in the promoter of *OsbZIP62* (Fig. 1b).

**Fig. 1:**
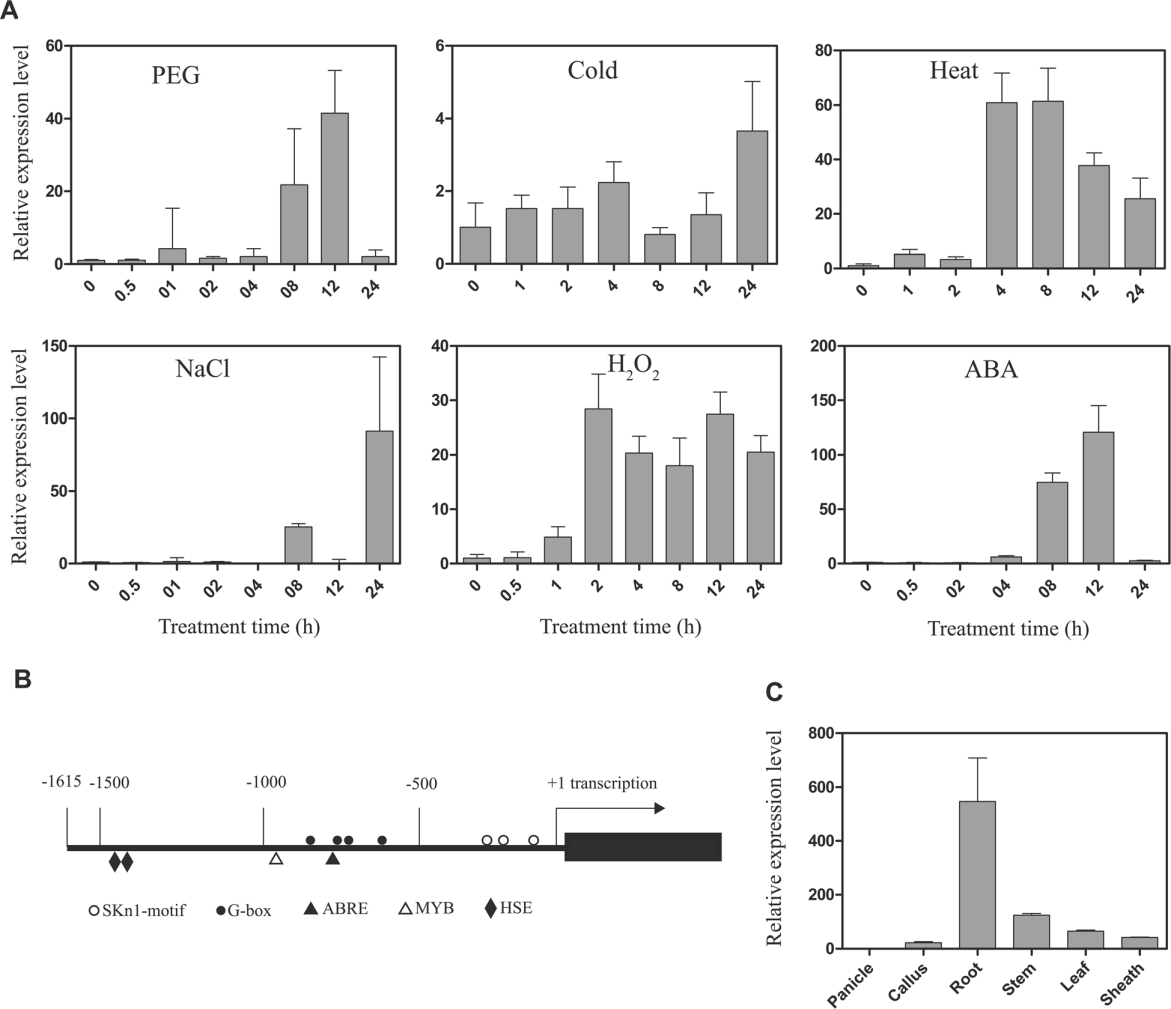
Expression pattern analysis of OsbZIP62 under abiotic stresses and hormones. **a**, Relative expression level of *OsbZIP62* under various stresses, including PEG6000 (15%), cold (4 °C), heat (42 °C), NaCl (150 mM), H_2_O_2_ (1%) and ABA (100 μM). **b**, Main stress-related cis-acting elements in the *OsbZIP62* promoter region. **c**, Relative expression level of *OsbZIP62* in different tissues (roots, stems, leaves, sheaths, panicles and calli) of rice plants under normal condition. The data represent the means ± SE (*n* = 3). The transcription factor site recognition information resource is available (http://bioinformatics.psb.ugent.be/ebtools/plantcare/html/)

In addition, we also measured the tissue specificity of this gene in different tissues of rice by qPCR. The results showed that *OsbZIP62* was expressed in various tissues, but the expression level was high in the roots and relatively low in the panicles (Fig. 1c).

### Transactivation activity and subcellular localization of OsbZIP62

The transcriptional activation activity of the OsbZIP62 protein was determined in yeast. The full length of OsbZIP62, which was fused to the DNA-binding domain of GAL4 (pBD-FL), displayed no transactivation activity in yeast (Fig. 2a and b). Therefore, a series of OsbZIP62 deletions of part of the fragment were tested. The results showed that the expression of the reporter gene could be activated when the C-terminus (amino acids 168–274) was absent (pBD-CDL1 and pBD-CDL2), indicating that the amino acid sequences at the N-terminus (amino acids 1–68) are required for the transactivation activity of OsbZIP62 (Fig. 2b).

**Fig. 2:**
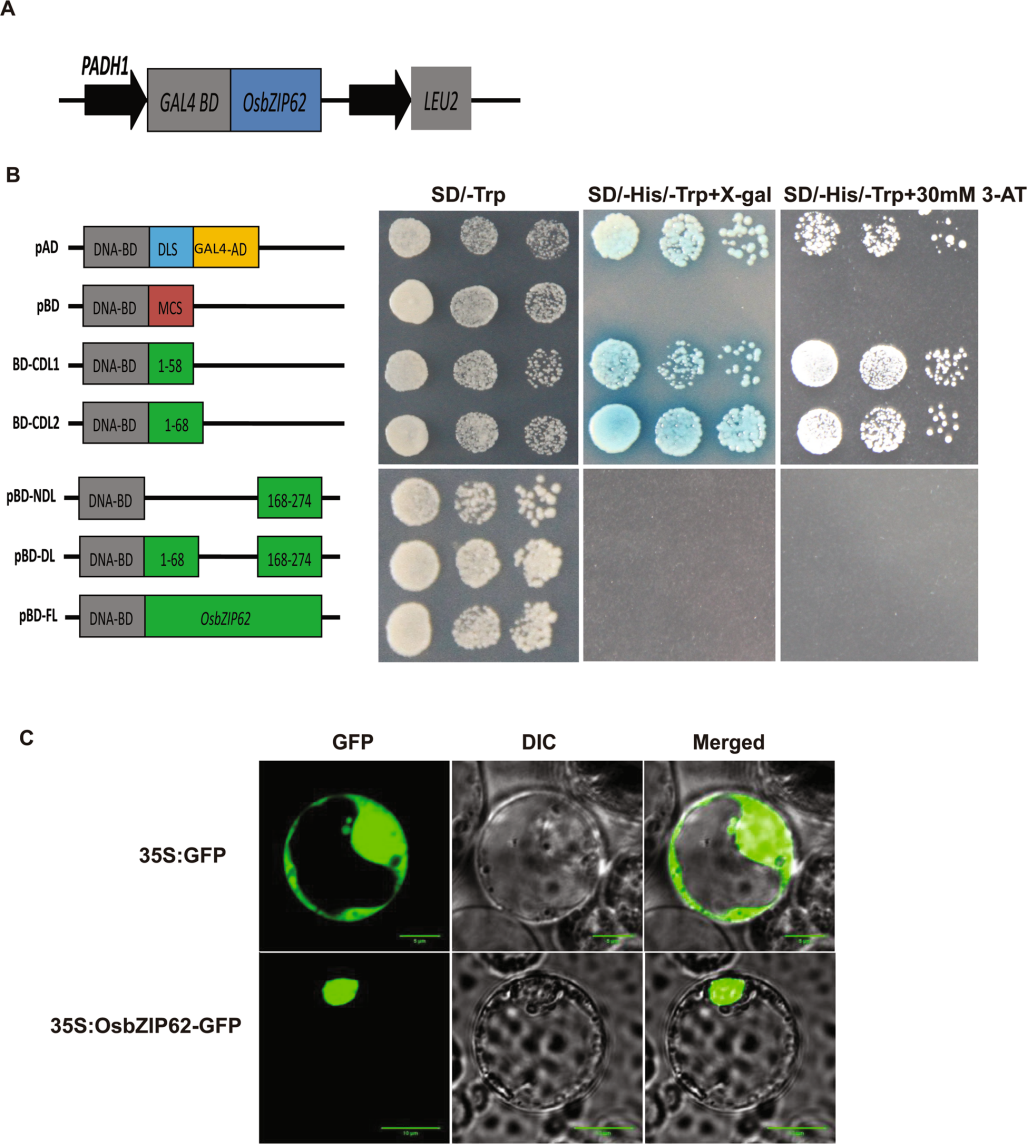
Transactivation assay and subcellular localization of OsbZIP62 protein. **a**, Transactivation activities of the different portions of OsbZIP62 were checked in yeast. BD: GAL4 DNA-binding domain; FL: full length; CDL: C-terminus deletion domain; and NDL: N-terminus deletion domain. **b**, Subcellular localization of OsbZIP62 in rice protoplasts. GFP and OsbZIP62-GFP under the control of the CaMV35S promoter separately transiently expressed in rice protoplasts

An OsbZIP62 protein and green fluorescent protein (GFP) under the control of the CAMV35S promoter were constructed and introduced into rice protoplasts. As shown in Fig. 2c, fluorescence of OsbZIP62-GFP was observed in the nucleus, indicating that OsbZIP62 is a nuclear-targeted protein.

### Increased ABA sensitivity of *OsbZIP62V* transgenic plants

Because the full length of OsbZIP62 had no transactivation activity, it is possible that overexpression of *OsbZIP62* is unable to lead to the presumed phenotype. Therefore, we selected *OsbZIP62V* plants for phenotypic investigation. In these plants, *OsbZIP62* coding sequences are fused to a VP64 (tetrameric repeats of VP16) universal transcriptional activation module to maintain transcriptional activation (Additional file 1: Figure S3A). The expression level of *OsbZIP62V* was significantly higher in transgenic plants than in wild-type (WT) plants, as demonstrated by qPCR analysis (Additional file 1: Figure S3B).

Although the germination rate of the *OsbZIP62V* overexpression transgenic lines (OE1 and OE3) was similar to that of the WT under 0 μM ABA, it was significantly lower than that of the WT under 1 and 3 μM ABA (Fig. 3a, b). Moreover, the shoot lengths of the *OsbZIP62V tr*ansgenic rice plants were significantly shorter than those of the WT rice plants under 3 μM ABA treatment (Fig. 3c-e). These results indicated that *OsbZIP62V* enhanced the sensitivity of the transgenic rice plants to ABA.

**Fig. 3:**
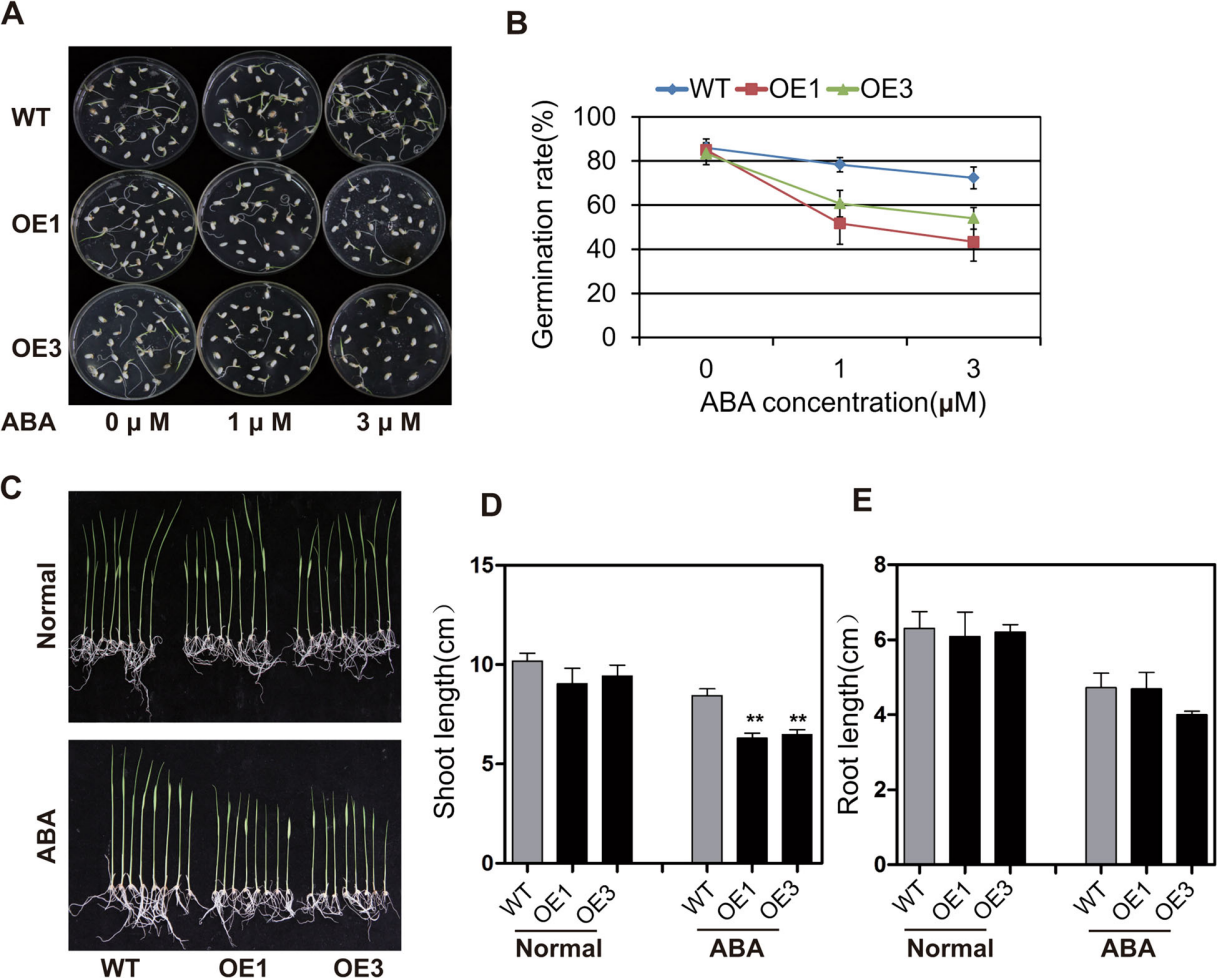
Increased ABA Sensitivity of *OsbZIP62V* transgenic plants at the germination and seedling stages. **a**, Germination performance of *OsbZIP62* overexpressors (OE1 and OE3) and WT seeds on 1/2-strength MS medium containing 0, 1, and 3 μM ABA at 7 days after initiation. **b**, Germination rate of transgenic *OsbZIP62* (OE1 and OE3) and the WT transgenic seeds on 1/2-strength MS medium containing 0, 1, and 3 μM ABA. The error bars indicate SEs based on three replicates. **c**, Performance of two independent *OsbZIP62V* transgenic lines (OE1 and OE3) and the WT on 1/2-strength MS medium containing 3 μM ABA. **d**, Shoot length of the transgenic lines and control lines on medium without or with 3 μM ABA. E, Root length of transgenic lines and control lines on medium without or with 3 μM ABA. Statistics of the length of the shoots and the roots at 7 days after growth. The data represent the means ± SE (*n* ≥ 8 each), **P < 0.01 according to Student’s *t* test

To further determine whether knocking out *OsbZIP62* could affect the sensitivity of transgenic plants to ABA, an *osbzip62* mutant was generated via the CRISPR/Cas9 method (Additional file 1: Figure S4). The results showed that the germination rate of the *osbzip62* mutant lines was almost the same as that of the wild-type Nipponbare plants under ABA treatment (Additional file 1: Figure S5). There was no significant difference in the length of the shoots and roots of *osbzip62* mutants and WT (data not shown). These results suggested that knocking out *OsbZIP62* did not significantly affect the ABA sensitivity of rice.

### *OsbZIP62V* improved the tolerance of transgenic rice to drought and oxidative stress

To evaluate the putative biological function of *OsbZIP62*, we evaluated the drought tolerance of *OsbZIP62V* plants at the vegetative stage. Under PEG-simulated drought stress treatment, compared with the WT plants, the *OsbZIP62V* plants displayed less wilting (Fig. 4a). After recovery, 45–46% of the *OsbZIP62V* plants recovered, while the recovery rate of the WT plants was only 24% (Fig. 4b). The results indicated that *OsbZIP62* had a positive effect on rice osmotic stress tolerance.

**Fig. 4:**
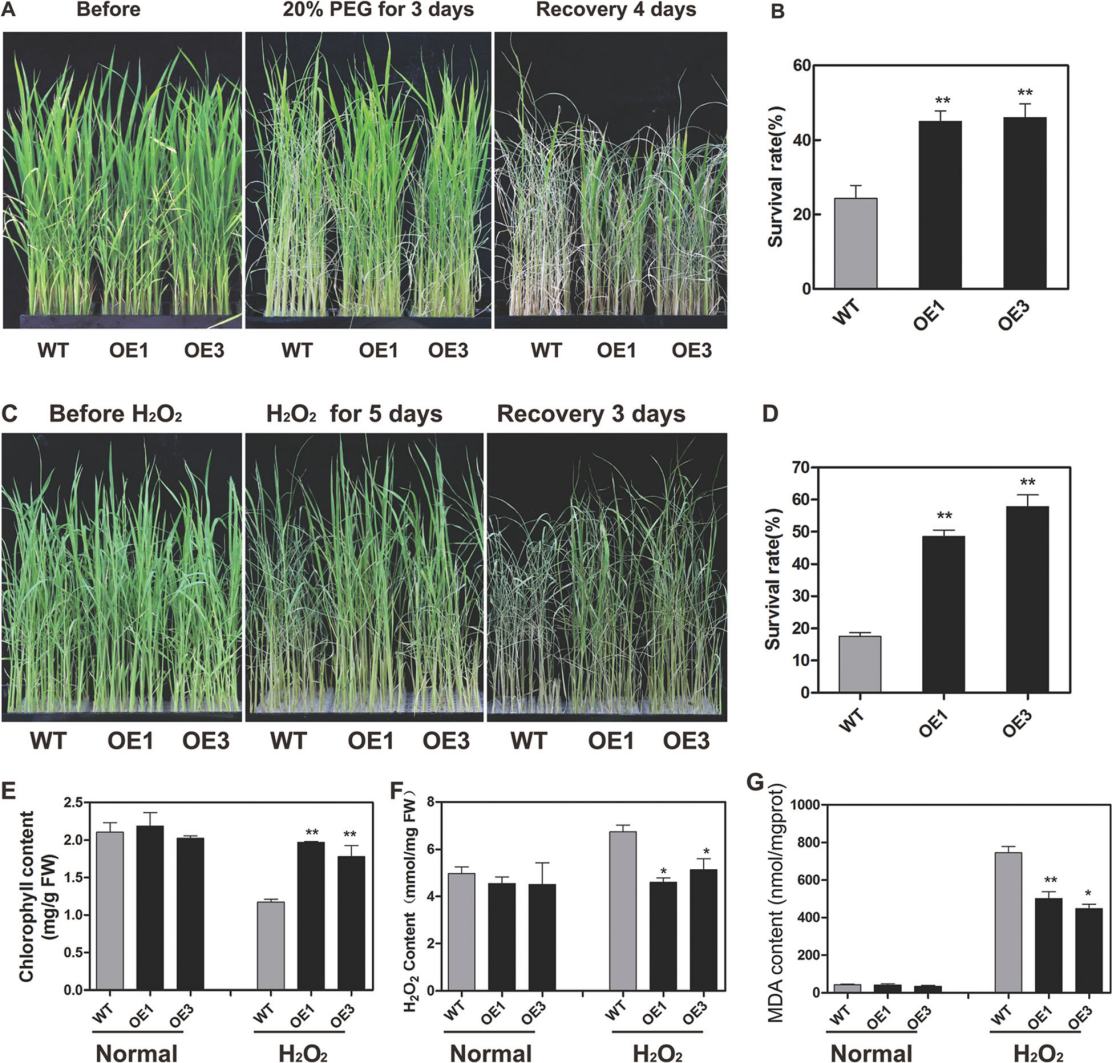
*OsbZIP62V* enhanced the tolerance of rice to drought and oxidative stress. **a**, *OsbZIP62V* transgenic rice plants and WT plants were cultured in 96-well plates and treated with 20% PEG for 3 days, after which they recovered for 4 days. **b**, Survival rate of *OsbZIP62V* transgenic plants and WT plants after PEG-simulated drought stress. The error bars indicate SEs based on three replicates, **P < 0.01 according to Student’s *t* test. **c**, Phenotype of *OsbZIP62V* under oxidative stress. *OsbZIP62V* lines and WT plants were cultured in 96-well plates and treated with 60 mM H_2_O_2_ for 5 days, after which they recovered for 3 days. **d**, Survival rate of *OsbZIP62V* transgenic plants and control plants after oxidative stress. The error bars indicate SEs based on three replicates. **e**, Total chlorophyll content in rice leaves. **f**, Total H_2_O_2_ content. **g**, Total MDA content. The data represent the means ± SDs (*n* = 4 or 5), *P < 0.05, **P < 0.01 according to Student’s *t* test. FW: fresh weight

In addition, the seedlings of the *OsbZIP62V* and WT plants were also treated with 60 mM H_2_O_2_ to determine their tolerance to oxidative stress. After treatment for 4–5 d, we found that the wilting degree of the overexpression transgenic plants was lower than that of the WT plants (Fig. 4c) and that the survival rate of the *OsbZIP62V* (48–55%) plants was significantly greater than that of the WT plants (18%) (Fig. 4d). Physiological analysis showed that, compared with the WT plants, the transgenic rice plants accumulated less H_2_O_2_ and malonaldehyde (MDA) and had greater amounts of chlorophyll (Fig. 4e-g). These results suggested that the activated expression of *OsbZIP62* improved the oxidative stress tolerance of the transgenic rice plants.

### Knocking out *OsbZIP62* decreased the tolerance of transgenic rice to drought and oxidative stress

To further validate the function of *OsbZIP62,* the tolerance of *osbzip62* mutants to drought and oxidative stress was evaluated. The leaf rolling of the *osbzip62-*mutant was significantly worse than that of the WT plants under PEG-simulated drought stress (Fig. 5a). The *osbzip62-*mutant had a significantly lower recovery (20–36%) than did the WT plants (45%) (Fig. 5b). Furthermore, the degree of wilting of the *osbzip62* mutants was higher than that of the WT plants under H_2_O_2_ treatment (Fig. 5c). After recovery, the survival rate of the *osbzip62* mutants were only 14–24%, while that of the WT was 61% (Fig. 5d). Physiological analysis showed that the contents of H_2_O_2_ and MDA in the *osbzip62* mutant were significantly greater than that in the WT (Fig. 5e-g). These results demonstrate that knocking out *OsbZIP62* reduces rice tolerance to drought and oxidative stress.

**Fig. 5:**
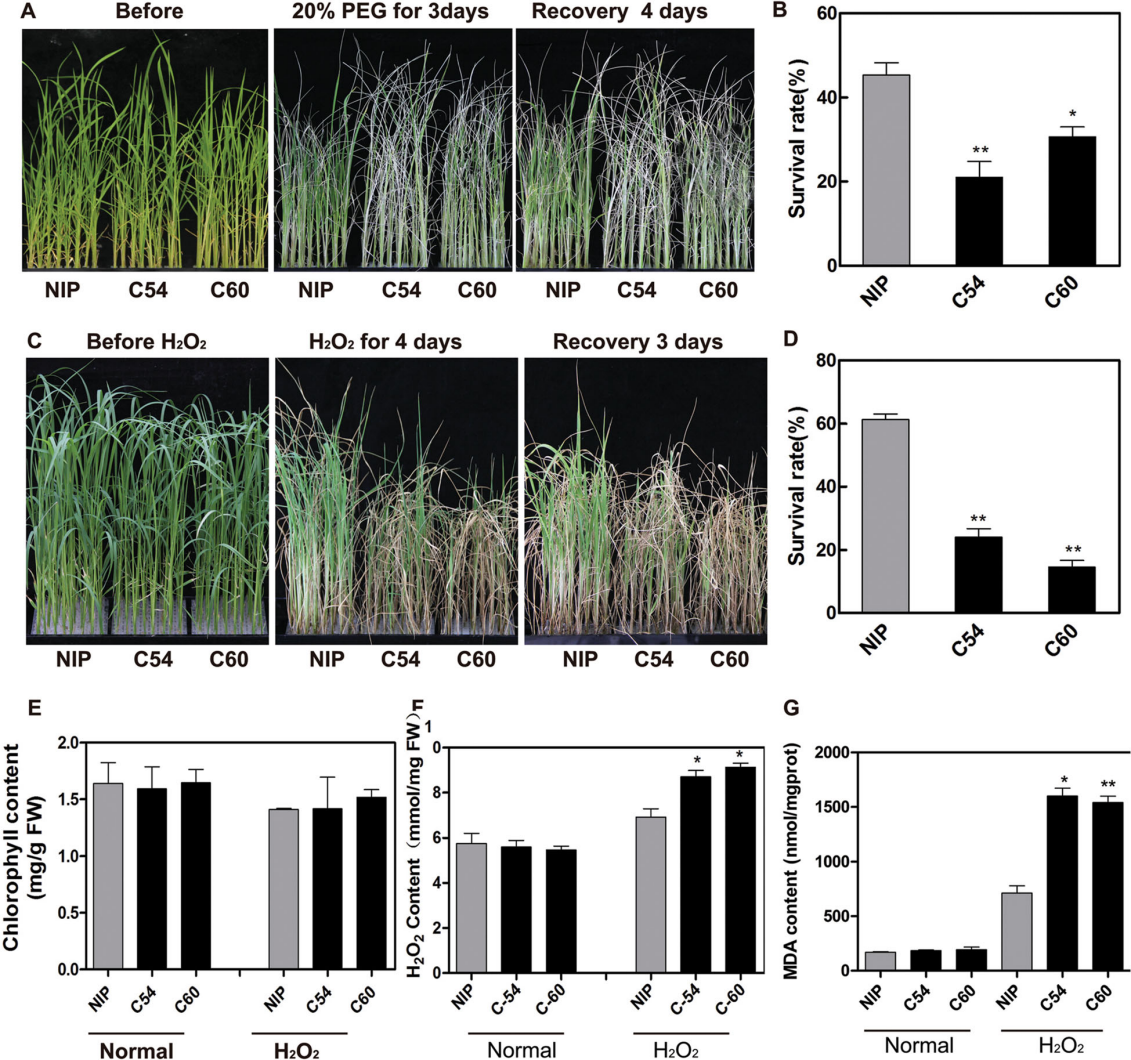
Decreased tolerance of the *osbzip62*-mutant plants to drought and oxidative stress. **a**, Phenotype of the *osbzip62*-mutant plants under PEG-simulated drought stress. *osbzip62* plants and WT plants were treated with 20% PEG for 3 days and then recovered for 4 days. **b**, Survival rate of *osbzip62* plants and WT plants after drought stress. The error bars indicate SEs based on three replicates. **c**, Phenotype of the *osbzip62* plants under oxidative stress. *Osbzip62* plants and WT plants were treated with 60 mM H_2_O_2_ for 4 days and then recovered for 3 days. **d**, Survival rate of *osbzip62* plants and WT plants after oxidative stress. The error bars indicate SEs based on three replicates. **e**, Total chlorophyll content in rice leaves. **f**, Total H_2_O_2_ content. **g**, Total MDA content. The data represent the means ± SDs (n = 4 or 5), *P < 0.05, **P < 0.01 according to Student’s *t* test. FW: fresh weight

### Identification of putative target genes regulated by OsbZIP62

To elucidate the molecular mechanism of *OsbZIP62* in rice drought tolerance, the transcriptomes of *OsbZIP62V*, *osbzip62* and WT plants were analyzed using high-throughput sequencing. 

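The RNA came from leaves of seedlings at the four-leaf stage that were grown in culture solution without stress. The paper's methods for RNA sequencing do not themselves state the tissue, the stage or the growth conditions. The 4 groups were OsbZIP62V plants, which overexpress OsbZIP62 fused to the VP64 activation module, their wild type Kitaake, CRISPR/Cas9 osbzip62 mutants, and their wild type Nipponbare. Each group had 3 libraries, and each library was a biological replicate of 30 plants. The labels name 1 line per transgenic group, so an effect of the construct and an effect of that line were not separated. Each transgenic group was compared with the wild type of its own cultivar. The libraries were made with the TruSeq RNA kit, which does not mark the strand, so reads of a gene and of an antisense or overlapping partner were not told apart. The authors removed adaptors with SeqPrep and low-quality reads with Sickle and aligned the reads with HISAT2 2.1.0. The submitters' notes also name Bowtie2 2.2.3, HTSeq 0.6.1p2 and the build IRGSP-1.0, and the annotation release is not given in the sources used here. The deposited values are read counts and RPKM for 35679 genes in each library. Total counts ranged from 9224755 to 19759728 (median 16989681) in Kitaake and from 15923202 to 18546427 (median 18199406) in OsbZIP62V. They ranged from 16917303 to 18226331 (median 17893182) in Nipponbare and from 17152945 to 18534258 (median 17739652) in osbzip62. The counts were normalized by TMM and tested with edgeR's quasi-likelihood test after edgeR's filter on low counts. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1. Levels are given as CPM, counts scaled to a common library total, as the mean ± SD of 3 libraries. The TMM factors enter the CPM of genes that passed the filter and not of those below it.

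The deposited tables and the paper name genes by different identifiers. The identifiers were paired through the fold changes printed in Tables S1 and S2, which equal ratios of the deposited values to within a relative difference of 6e-06. This paired 2895 loci, all of them genes listed in those tables, so the direction of a named gene is no independent check of the tables. Of Table S1, 1998 rows were used here, 1669 of them higher in OsbZIP62V and 329 lower, where the paper counts 570 lower genes. The libraries of a group were unequally alike. On the first principal component, which held 44.5% of the variance of 21878 genes, the Kitaake libraries lay at -106, -107 and -111 and the osbzip62 libraries at 6.31, 59.5 and -0.269. The OsbZIP62V replicates 1, 2 and 3 lay at 36.3, -67.9 and 91.6, and the Nipponbare replicates at 146, 75.5 and -23.0.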

Differentially expressed genes (DEGs) between the transgenic rice plants and WT plants were analyzed. There were 1669 upregulated genes (fold-change ≥2.0) and 570 downregulated genes (fold change ≤0.5) in the *OsbZIP62V* transgenic plants compared with WT plants (Additional file 2: Table S1). 

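OsbZIP62 (LOC_Os07g48660) rose from 0.290 ± 0.180 CPM (SD, n = 3) in WT plants to 1050 ± 178 CPM (SD, n = 3) in OsbZIP62V plants. This is a log2 fold change of 11.98 (SE 0.41, adjusted p = 1.93e-05 from edgeR's quasi-likelihood test). Of 19864 genes tested, 769 were higher and 409 were lower in OsbZIP62V plants than in the Kitaake WT. LOC_Os08g08130, a homeodomain-like protein, had no count in WT plants and 55.8 ± 1.80 CPM in OsbZIP62V plants, at least 878-fold higher when 3 counts are allowed over the 3 WT libraries. The sugar transporter gene SWEET15 (LOC_Os02g30910) had 2 counts in WT plants and was higher by a ratio of 268 (95% counting interval 74.0 to 2221). A GDSL lipase gene (LOC_Os06g06250) had 1 count in WT plants and 147 ± 203 CPM in OsbZIP62V plants, a ratio of 6939 (counting interval 1245 to 274100). Among the other genes with the largest increases were PORA (LOC_Os04g58200, log2 fold change 8.60), an enzyme of chlorophyll synthesis, the transcription factor MYB61 (LOC_Os01g18240, 7.94), and the genes of expansin-B3 (LOC_Os10g40720, 7.62) and expansin-A2 (LOC_Os01g60770, 7.01), proteins that loosen cell walls. OsbZIP62V replicates 1, 2 and 3 had 176, 2.27 and 441 CPM of PORA, 42.4, 1.30 and 96.8 CPM of MYB61, 51.8, 3.73 and 176 CPM of expansin-B3, 28.3, 2.33 and 76.5 CPM of expansin-A2 and 60.9, 0.758 and 378 CPM of the lipase gene, so these folds rest mostly on replicates 1 and 3.

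Among the genes with an annotated function that the rule for named genes took, a plastocyanin-like protein gene (LOC_Os08g37660) fell the most, from 229 ± 67.1 to 12.1 ± 4.33 CPM (log2 fold change -4.25, SE 0.33, adjusted p = 7.9e-04 from edgeR). A carbonic anhydrase gene (LOC_Os08g32750, -2.85), WRKY24 (LOC_Os01g61080, -2.74) and OsMYB2 (LOC_Os03g20090, -2.49) also fell. The genes of a prolyl endopeptidase (LOC_Os04g47360, -2.46), a DnaJ protein (LOC_Os04g57880, -2.31), an Hsp70 protein (LOC_Os01g62290, -2.21) and a probable subunit of the RNA polymerase II mediator (LOC_Os03g16860, -2.0) fell by less. OsbZIP62, LOC_Os08g08130, LOC_Os08g37660, LOC_Os08g32750, WRKY24 and OsMYB2 passed the test with each of the 6 libraries left out in turn. SWEET15 did not pass it without Kitaake replicate 2 or 3, and the other genes named here did not without Kitaake replicate 1, 2 or 3 (edgeR adjusted p up to 0.200). All of these others except LOC_Os04g57880 and LOC_Os03g16860 also did not pass it without OsbZIP62V replicate 1. Counts were simulated with the spread of these libraries, and 19043 genes were tested. The calls recovered 20.3% of genes changed 2-fold, 83.6% of those changed 4-fold and 98.3% of those changed 8-fold. A 2-fold change lies at the fold minimum, so many such genes miss the call whatever the power of the test. Each gene was simulated on its own, without shifts shared by the genes of a library. The number of higher genes was 143, 122 and 112 without Kitaake replicate 1, 2 or 3, 286 without OsbZIP62V replicate 1 and 2474 without OsbZIP62V replicate 2, and the number of lower genes was 121, 84 and 118 without a Kitaake replicate and 223 without OsbZIP62V replicate 1. The Kitaake libraries were much alike, with Spearman correlations of 0.9755 to 0.9825. A fit of 2 libraries against 3 also tends to have less power. A call lost without a Kitaake library therefore does not show that it rested on that library. DESeq2 called 1767 genes higher and 531 lower.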

In the *osbzip62* mutants, 663 genes are upregulated, and 480 genes were downregulated (Additional file 3: Table S2). 

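Of 5 tested senescence genes, 2 rose in the osbzip62 mutants (5 when adjusted over the list alone). RCCR1 (LOC_Os10g25030), an enzyme of chlorophyll breakdown, rose from 5.89 ± 1.30 CPM (SD, n = 3) in Nipponbare to 33.2 ± 6.83 CPM (SD, n = 3), a log2 fold change of 2.49 (SE 0.24, adjusted p = 0.0196 from edgeR's quasi-likelihood test). OsNAP (LOC_Os03g21060), a NAC transcription factor of leaf senescence, rose from 20.7 ± 4.83 to 62.6 ± 7.18 CPM (log2 fold change 1.60, SE 0.21). The senescence genes NYC3 (LOC_Os06g24730), SGR (LOC_Os09g36200) and ICL (LOC_Os07g34520) did not pass the test over all genes, with log2 fold changes of 1.07, 1.27 and 9.19 and edgeR adjusted p values of 0.0569, 0.0913 and 0.0766. The tested genes are 5 of 8 members of the list, all taken from the authors' tables. Neither the share that passed nor its direction is therefore independent evidence, also when adjusted over the list alone. The heat stress transcription factor gene HSFA2c (LOC_Os10g28340) rose by a log2 fold change of 2.71 (SE 0.35), a peroxidase gene (LOC_Os07g47990) by 2.77 (SE 0.28) and a gene similar to a low-temperature induced protein (LOC_Os03g17790) by 2.92 (SE 0.31). Among the genes with an annotated function that the rule for named genes took, the largest increases were those of a cytochrome P450 gene (LOC_Os06g10260), which had no count in Nipponbare and was at least 366-fold higher, and OsGA2ox9 (LOC_Os02g41954, log2 fold change 4.59), of a family that inactivates gibberellins. A dioxygenase gene annotated to methionine salvage (LOC_Os10g28350, 3.51), a thioredoxin family gene (LOC_Os02g56900, 3.22), a HORMA domain gene (LOC_Os01g07170, 2.78) and the arsenate reductase gene OsHAC1;2 (LOC_Os04g17660, 2.62) also rose. An early light-induced protein gene (LOC_Os01g14410, -1.61), a glucosyltransferase gene (LOC_Os07g32630, -1.55) and a gene with a molybdenum cofactor sulfurase domain (LOC_Os09g38777, -1.01) fell.

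In all, 77 genes were higher and 9 were lower in the mutants among 20398 tested. OsbZIP62 itself had 0.353 ± 0.415 CPM in Nipponbare and 0.630 ± 0.323 CPM in the mutants (log2 fold change 0.82, SE 0.88, edgeR adjusted p = 0.67). A mutation made by CRISPR/Cas9 need not change the transcript level, so this value does not check the labels. In the simulation for this comparison 19753 genes were tested. The calls recovered 1.5% of genes changed 2-fold, 64.2% of those changed 4-fold and 83.6% of those changed 8-fold. The 2-fold changes again lay at the fold minimum, so 1.5% does not measure the power of the test for them. Each of the 16 named genes called in the mutants lost the call without osbzip62 replicate 1 or 3, all but OsHAC1;2 and LOC_Os02g56900 without osbzip62 replicate 2, and all but OsHAC1;2 and LOC_Os06g10260 without Nipponbare replicate 2. OsNAP, HSFA2c, OsGA2ox9, LOC_Os03g17790, LOC_Os10g28350, LOC_Os09g37330 and the 3 genes that fell also lost it without Nipponbare replicate 1, and the highest edgeR adjusted p per gene was 0.0856 to 0.265. The number of higher genes was 15 and 234 without Nipponbare replicate 2 or 3 and 0, 9 and 0 without osbzip62 replicate 1, 2 or 3, and that of lower genes was 0 and 297 without Nipponbare replicate 2 or 3 and 0 without any of the osbzip62 replicates. DESeq2 called 521 genes higher and 364 lower, and 793 and 702 passed edgeR's test at an unadjusted p under 0.05.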

Among the upregulated genes in the *OsbZIP62V* transgenic plants, 568 genes were also induced by PEG-simulated drought stress, and 257 genes were induced by ABA treatment (the RNA-seq of Nipponbare plants under PEG and ABA treatment was performed by our lab, and these data have not been published), which suggests that these genes upregulated by *OsbZIP62* may participate in drought and ABA responses (Fig. 6a). 

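Some genes of sugar metabolism, lignin synthesis and auxin were higher in OsbZIP62V plants than in WT plants. Of 5 tested genes of sucrose and starch metabolism, 4 rose (4 when adjusted over the list alone). INV2 (LOC_Os02g01590), a vacuolar invertase in the list used here and annotated as similar to a fructosyltransferase, rose from 12.9 ± 3.47 to 189 ± 21.9 CPM (SD, n = 3 each). Its log2 fold change was 3.85 (SE 0.23, adjusted p = 2.5e-04 from edgeR's quasi-likelihood test). The sucrose synthase gene SUS1 (LOC_Os03g28330) rose by 5.01 (SE 1.18) and the sugar transporter gene SWEET13 (LOC_Os12g29220) by 1.34 (SE 0.26), SWEET15 was the other gene that rose, and AGPS1 of starch synthesis (LOC_Os09g12660) had a value of -0.02 (SE 0.47). Of 10 tested genes of cellulose and lignin synthesis, 3 rose (10 when adjusted over the list alone). These were the lignin genes PAL1 (LOC_Os02g41630, log2 fold change 3.15), CAD2 (LOC_Os02g09490, 2.39) and F5H (LOC_Os10g36848, 2.39). The cellulose synthase genes of the secondary wall did not pass the test over all genes, with log2 fold changes of 4.90 for CESA4 (LOC_Os01g54620, edgeR adjusted p = 0.0824), 5.04 for CESA7 (LOC_Os10g32980, 0.0781) and 5.36 for CESA9 (LOC_Os09g25490, 0.0631). The cell wall genes differed between the OsbZIP62V libraries. Their median log2 ratio to the Kitaake mean was 3.65, 0.97 and 4.49 in replicates 1, 2 and 3.

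Of 7 tested auxin genes, 5 rose (6 when adjusted over the list alone). They were IAA31 (LOC_Os12g40900, log2 fold change 4.13, edgeR adjusted p = 0.0246), an auxin efflux carrier gene (LOC_Os06g12610, 2.74), GH3-8 (LOC_Os07g40290, 2.00), which conjugates auxin to amino acids, SAUR11 (LOC_Os02g42990, 1.53) and OsPIN1 (LOC_Os02g50960, 1.35). None of 3 tested genes of iron acquisition and storage passed the test in edgeR or DESeq2 (0 at an unadjusted p under 0.05), and the ferritin gene FER1 (LOC_Os11g01530) had a log2 fold change of 0.29 (SE 0.27). Of 5 tested genes of pathogen response and jasmonate, JAZ6 (LOC_Os03g28940), a repressor of jasmonate signalling, fell from 679 ± 77.3 to 262 ± 57.7 CPM and the others did not pass the test (2 higher and 2 lower when adjusted over the list alone). The members tested were 5 of 29, 10 of 22, 7 of 18, 3 of 13 and 5 of 20 genes on these lists, and all are genes of the authors' tables. Neither the share that passed nor its direction is therefore independent evidence, also when adjusted over a list alone. No test of a whole list was made. INV2 passed the test with each library left out in turn, whereas the other genes that rose or fell here, SWEET15 apart, did not pass it without Kitaake replicate 1, 2 or 3 (edgeR adjusted p up to 0.219). All of these except JAZ6 also did not pass it without OsbZIP62V replicate 1, and SUS1, PAL1, LOC_Os06g12610 and SAUR11 did not without OsbZIP62V replicate 3.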

The enriched upregulated genes in the *OsbZIP62V* plants mainly belong to the following biological process categories: carbohydrate metabolic process, response to abiotic stimuli, cell wall organization or biogenesis, response to hormones, and cellular ion homeostasis (Fig. 6c). The Expression levels of several DEGs were checked by qPCR. The results confirmed that the expression of most of the selected DEGs (e.g., *LOC_Os02g43940*, *LOC_Os05g49420*, *LOC_Os11g03300* and *LOC_Os03g03370*) was greater in *OsbZIP62V* overexpression transgenic lines and lower in *osbzip62* mutants than in WT plants (Fig. 6d and e). These results demonstrated that the transcription of these DEGs was affected by *OsbZIP62*, suggesting that these DEGs might be target genes regulated by *OsbZIP62*.

**Fig. 6:**
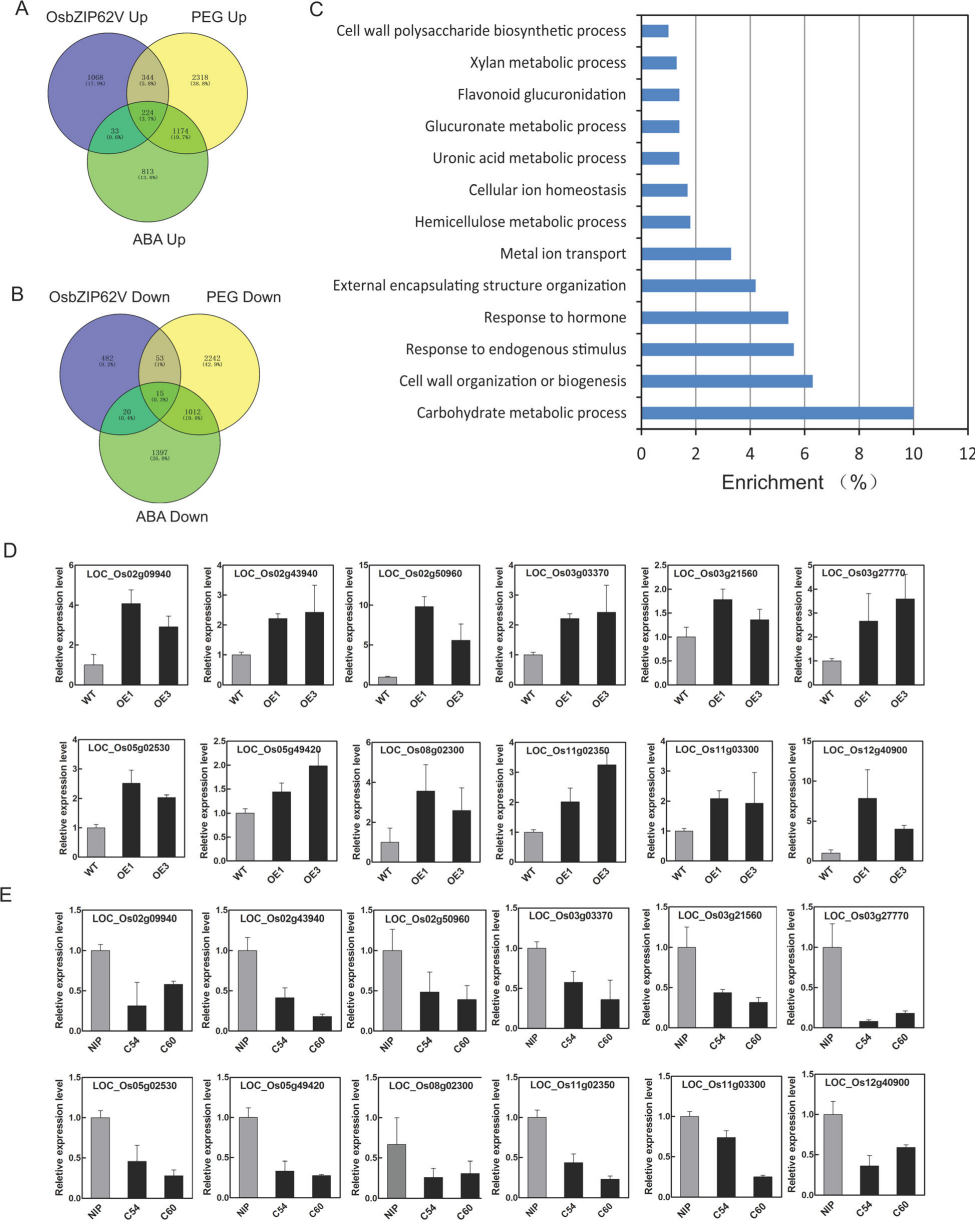
Transcriptome analysis of *OsbZIP62V* plants, *osbzip62*-mutant plants and WT plants. **a**, Venn diagram for the numbers of upregulated genes in *OsbZIP62V* plants, PEG-upregulated genes, and ABA-upregulated genes. **b**, Venn diagram of the numbers of downregulated genes in *OsbZIP62V* plants, PEG-downregulated genes, and ABA-downregulated genes. **c**, Classification of partially upregulated genes in the *OsbZIP62V* transgenic plants compared with the WT plants. **d**, Relative expression level of DEGs in *OsbZIP62V* and WT plants. **e**, Relative expression level of DEGs in *osbzip62* plants and WT plants. The date represent the means ± SE (*n* = 3)

We also analyzed the DEGs whose expression tended to change in the opposite manner in *OsbZIP62V* plants and *osbzip62* mutants and found 85 DEGs were upregulated in the *OsbZIP62V* plants but downregulated in the *osbzip62* mutants (Additional file 4: Table S3). These DEGs encode different functional proteins, such as transcription factors, protease inhibitors, and antioxidant enzymes (e.g., *LOC_Os07g01370*, *LOC_Os02g09940* and *LOC_Os05g02530* encode a peroxidase; *LOC_Os03g20760* and *LOC_Os11g02350* encode a protease inhibitor; *LOC_Os08g02300* and *LOC_Os12g43110* encode a transcription factor; *LOC_Os02g56920* encodes a wax synthesis protein; and *LOC_Os03g21560* encodes a photosystem II repair protein).

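Of the genes of Table S3, 25 rose in OsbZIP62V plants and none passed edgeR's test in osbzip62 plants, and their levels differed widely between libraries of a group. The 85 rows of the table hold 84 loci, of which 83 were paired with the deposited values. In OsbZIP62V plants, 56 of these genes were tested and none fell (56 were higher when adjusted over the list alone), and DESeq2 called 69 of 83 higher. In osbzip62 plants, 0 of 63 tested genes passed edgeR's quasi-likelihood test (58 were lower at an unadjusted p under 0.05 and 57 when adjusted over the list alone), and DESeq2 called 36 lower. By DESeq2, 32 were both higher in OsbZIP62V and lower in osbzip62. The table was chosen on these libraries, so these counts are not independent evidence of its direction. LOC_Os02g43940, annotated as similar to a dehydration responsive element binding protein, rose from 2.86 ± 0.992 to 12.2 ± 2.44 CPM (SD, n = 3 each) in OsbZIP62V plants. Its log2 fold change was 2.12 (SE 0.30, adjusted p = 0.00725 from edgeR), and in osbzip62 plants it was -1.75 (SE 0.42, adjusted p = 0.117). It did not pass the test in OsbZIP62V plants without Kitaake replicate 2 or 3 (edgeR adjusted p up to 0.0794). The auxin genes IAA31 and OsPIN1 had log2 fold changes of -2.70 (SE 0.90) and -1.43 (SE 0.31) in osbzip62 plants, and the chloroplast superoxide dismutase gene CSD3 (LOC_Os08g44770) had 1.19 (SE 0.28) in OsbZIP62V plants and -1.34 (SE 0.22) in osbzip62 plants. A probable inactive heme oxygenase gene (LOC_Os03g27770) had 1.74 (edgeR adjusted p = 0.0567) and -2.08 (0.182).

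The median log2 ratio of the Table S3 genes to their mean in Kitaake was 2.16, 0.77 and 2.46 in OsbZIP62V replicates 1, 2 and 3. It was 2.99, 2.25 and 0.92 in Nipponbare and 0.27, 1.06 and 0.38 in osbzip62. OsbZIP62V replicate 2 was the lowest of its group for 73 of the 83 genes, and Nipponbare replicate 3 was the lowest of its group for 76. Over all genes, 0 were higher in OsbZIP62V and lower in osbzip62 by edgeR, with 0.303 expected from independent lists of 724 and 8 genes among 19113 tested in both comparisons. DESeq2 gave 80 such genes and edgeR at an unadjusted p under 0.05 gave 193. Of 100 splits of the libraries within the cultivars, the real one included, 5 gave at least 80 by DESeq2 (highest other 674) and 5 gave at least 193 at the unadjusted p (highest other 752), so chance cannot be excluded for either count. By edgeR, 1 gene was opposite without Nipponbare replicate 1 and 27 were without Nipponbare replicate 3, and without Kitaake replicate 1, 2 or 3 the number of Table S3 genes that rose in OsbZIP62V plants was 2, 0 and 0. It was 6 without OsbZIP62V replicate 1 and 79 without OsbZIP62V replicate 2. The paper proposes that the DEGs it checked by qPCR, LOC_Os02g43940 among them, might be target genes regulated by OsbZIP62.

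**Figure D1:**
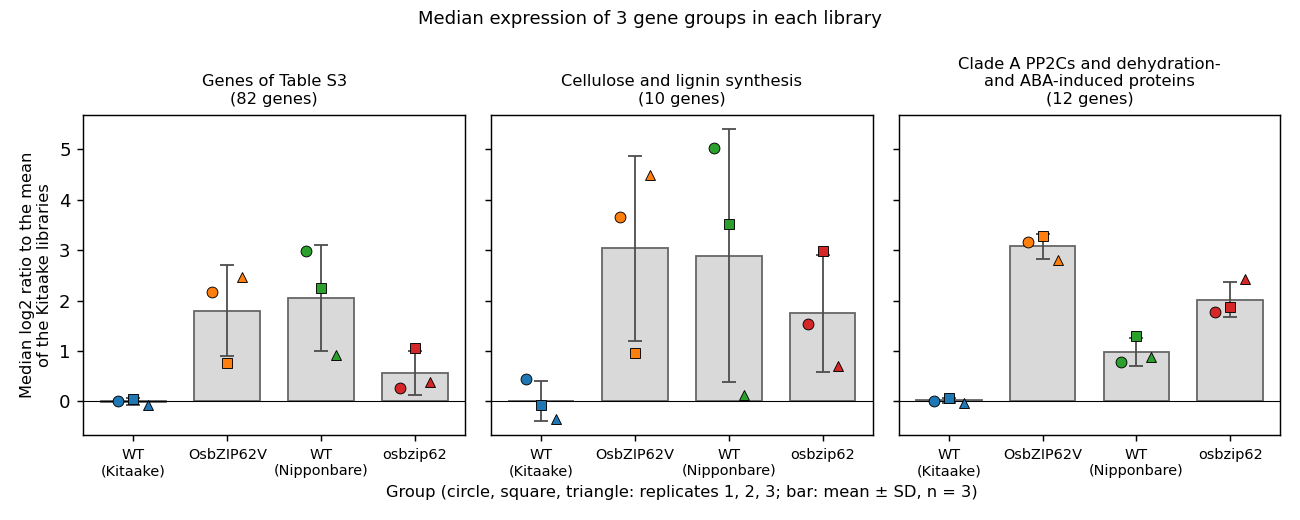
Median log2 ratio of each library to the mean of the Kitaake libraries, for the genes of Table S3, for genes of cellulose and lignin synthesis and for clade A PP2C phosphatases with dehydration- and ABA-induced proteins. Points are replicates 1 (circle), 2 (square) and 3 (triangle), and bars are the mean ± SD of 3 libraries; OsbZIP62V replicate 2 and Nipponbare replicate 3 lie lowest of their groups for the Table S3 and cell wall genes, while the PP2C and dehydration genes lie at 2.80 to 3.28 in the OsbZIP62V libraries.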

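The antioxidant, protease inhibitor and photosystem genes that the paper names with Table S3 had opposite signs in the 2 lines, with 1 exception. Table S3 was chosen on these libraries for opposite signs, so those of its genes are not independent evidence. The exception, LOC_Os05g02530, is not in that table. LOC_Os03g20760, a protease inhibitor, rose from 0.864 ± 0.161 to 3.71 ± 2.32 CPM (SD, n = 3 each) in OsbZIP62V plants, a log2 fold change of 2.07 (SE 0.49, adjusted p = 0.0437 from edgeR's quasi-likelihood test), and had -1.94 (SE 0.46, adjusted p = 0.111) in osbzip62 plants. LOC_Os02g09940, annotated as a chloroplast peroxiredoxin, had 24.2 ± 3.52 CPM in WT plants and 57.4 ± 27.8 in OsbZIP62V plants (log2 fold change 1.25, edgeR adjusted p = 0.0801). In osbzip62 plants its log2 fold change was -1.83 (SE 0.35, edgeR adjusted p = 0.0766). LOC_Os03g21560, the photosystem II repair protein, had log2 fold changes of 1.11 (SE 0.29) in OsbZIP62V plants and -1.21 (SE 0.27) in osbzip62 plants, with edgeR adjusted p values of 0.0590 and 0.103. LOC_Os05g02530, annotated as a dehydroascorbate reductase, which keeps the antioxidant ascorbate reduced, had 352 ± 61.0 CPM in WT plants and 242 ± 48.7 CPM in OsbZIP62V plants (log2 fold change -0.54, SE 0.21, edgeR adjusted p = 0.148) and a log2 fold change of -1.01 (SE 0.18, edgeR adjusted p = 0.0718) in osbzip62 plants. DESeq2 called LOC_Os02g09940, LOC_Os03g20760 and LOC_Os03g21560 in both lines and LOC_Os05g02530 in osbzip62 plants. The call of LOC_Os03g20760 in OsbZIP62V plants was lost without Kitaake replicate 1, 2 or 3 and without OsbZIP62V replicate 1 or 3 (edgeR adjusted p up to 0.189).

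The peroxidase gene LOC_Os07g01370 was below the filter on low counts and was not tested. It had no count in WT plants and 3.77, 0 and 9.61 CPM in OsbZIP62V replicates 1, 2 and 3. It was at least 64.9-fold higher over the group, a bound that covers counting error only. Without the filter, the edgeR adjusted p of this gene was 0.0855 in OsbZIP62V plants. In Nipponbare it had 26.1, 0.0559 and 0 CPM, so a single library held nearly all of its counts, and the osbzip62 mean was 0.310 ± 0.489 CPM. The NAC gene LOC_Os08g02300 had 0.184 ± 0.224 CPM in WT plants and 2.31 ± 2.17 CPM in OsbZIP62V plants, also below the filter (edgeR adjusted p = 0.138 without it), and a log2 fold change of -2.01 (SE 0.75, edgeR adjusted p = 0.246) in osbzip62 plants. LOC_Os12g43110, annotated as an auxin responsive SAUR protein, had no count in WT plants or in osbzip62 plants. It was at least 8.15-fold higher in OsbZIP62V plants (0.559 ± 0.60 CPM) than in WT plants and at least 6.04-fold lower in osbzip62 plants than in Nipponbare (0.347 ± 0.327 CPM). These bounds cover counting error only, and the edgeR adjusted p values without the filter were 0.162 and 0.317.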

To further identify the target genes of *OsbZIP62*, we first analyzed the promoters of the DEGs and identified promoters of several DEGs (e.g., *LOC_Os03g03370* (*DSM2*), *LOC_Os11g03300* (*OsNAC10*), and *LOC_Os02g56920* (*OsGL1*)) containing ABREs or G-box cis-elements that may bind bZIP transcription factors (data not shown). We investigated whether the OsbZIP62 protein could bind to the promoters of these putative target genes through a yeast one-hybrid assay. A pGAD-OsbZIP62 plasmid (containing the OsbZIP62 putative DNA domain fused to the GAL4 active domain) and pHIS-cis reporter construct (~ 1 kb promoters of six presumed target genes) were co-transformed into yeast strain Y187 (Fig. 7a). As indicated by the activation of the reporter genes, OsbZIP62 could bind to the promoters of several genes (i.e., *LOC_Os02g56920*, *LOC_Os03g21560*, *LOC_Os07g01370*, *LOC_Os11g03300*, and *LOC_Os03g03370*) (Fig. 7b). These results indicated that OsbZIP62 exhibits DNA binding activity and might directly regulate the expression of these target genes.

**Fig. 7:**
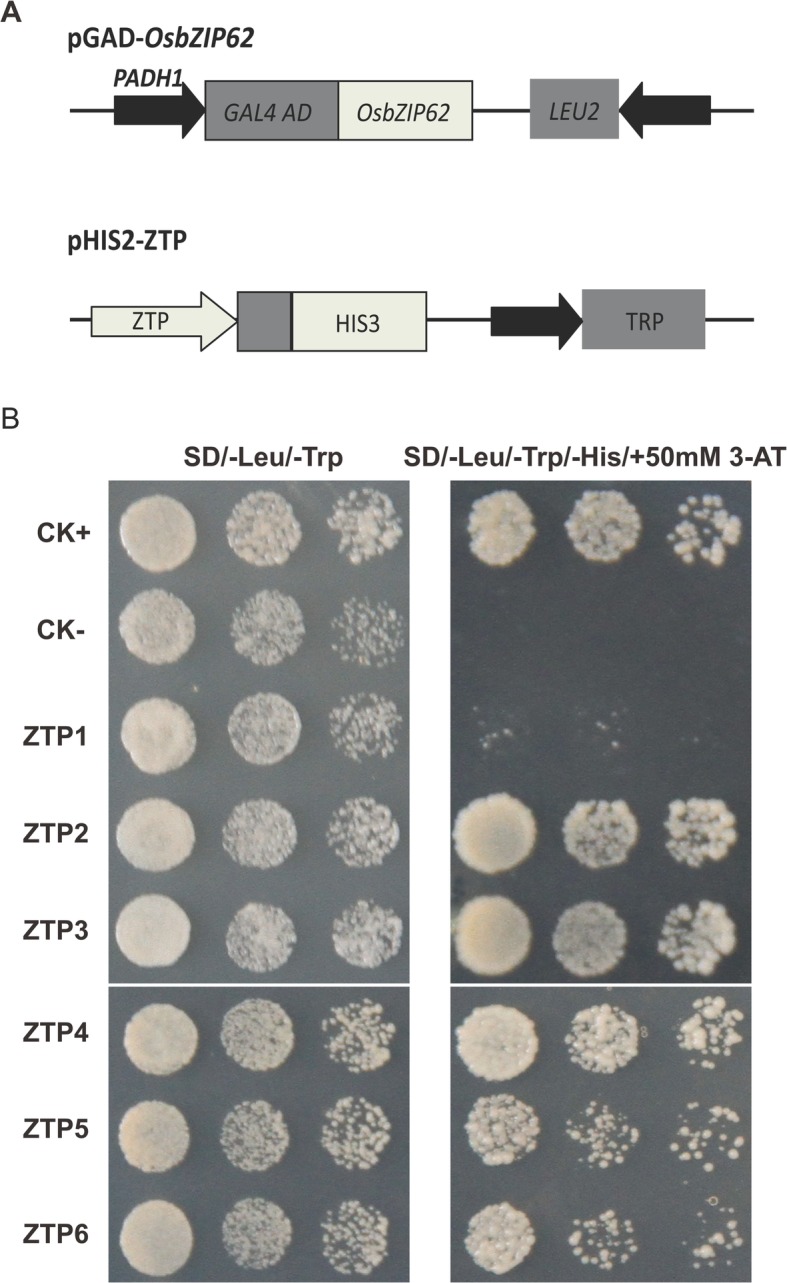
Identification of DNA binding activity of OsbZIP62. **a**, Schematic structure of the yeast one-hybrid expression construct pGAD-OsbZIP62 and the reporter construct pHIS2.1-ZTP (OsbZIP62 putative target gene promoter). **b**, Growth performance of transformants on SD/−Leu−/Trp/−His medium containing 30 mM 3-AT. ZTP1-ZTP6 indicates the pGAD-OsbZIP62 plus pHIS2.1-cis (with the promoters of *LOC_Os11g02350*, *LOC_Os02g56920*, *LOC_Os03g21560*, *LOC_Os07g01370*, *LOC_Os11g03300* and *LOC_Os03g03370* in pHIS2.1, respectively). ck+: positive control, ck-: negative control (pGADT7-rec2-OsbZIP62 plus p53HIS2)

### OsbZIP62 interacts with stress/ABA-activated protein kinases and might be activated by phosphorylation

The whole length of OsbZIP62 had no transcriptional activation activity, whereas the N-terminus of OsbZIP62 displayed transactivation activity, even when C-terminus (69–274 amino acids) was deleted. Therefore, we proposed that OsbZIP62 might also interact with SAPK protein kinases and be phosphorylated. To test this hypothesis, using a yeast two-hybrid assay, we first investigated the interaction between OsbZIP62 and five SAPK family members from rice. The results showed that OsbZIP62 could interact with SAPK1, SAPK2 and SAPK6 (Fig. 8a). The interaction between OsbZIP62 and the three SAPKs was further confirmed by luciferase complementation imaging assays in tobacco leaves (Fig. 8b-g). In summary, these results indicated that OsbZIP62 interacted with several SAPKs, suggesting that OsbZIP62 might be activated by the phosphorylation of these protein kinases.

**Fig. 8:**
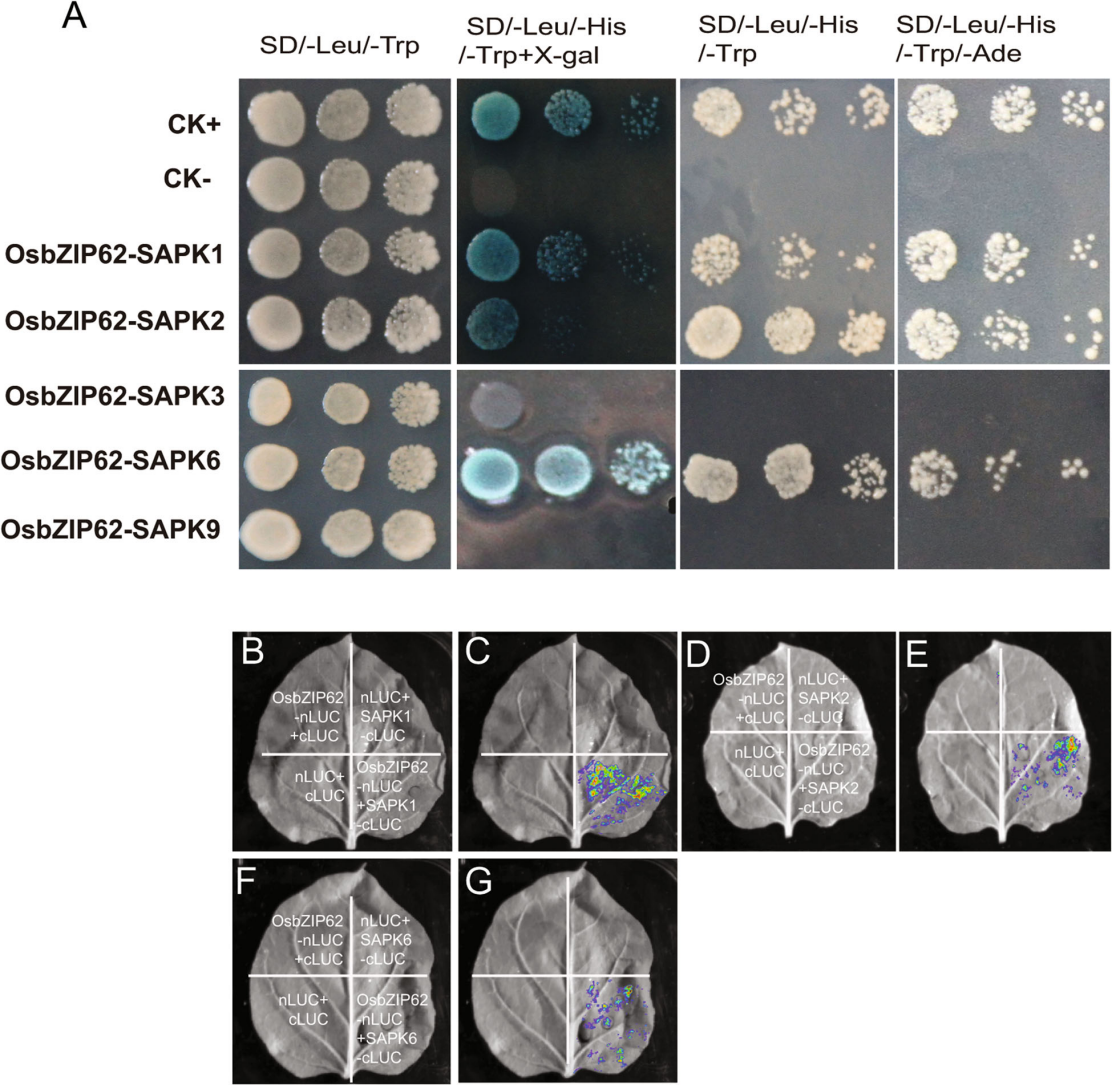
OsbZIP62 interacts with SnRK2 protein kinases. **a**, Yeast two-hybrid assays of OsbZIP62 and SAPK members. SAPK1/SAPK2/SAPK3/SAPK6/SAPK9 were separately fused to the pGADT7 activation domain, which were then transformed into Y2H Gold cells via pGBKT7-OsbZIP62. CK+ and CK- indicate positive and negative controls, respectively. **b**-**g**, Confirmation of the in vivo interactions of OsbZIP62 with SAPK1/SAPK2/SAPK6 via Luciferase complementation imaging assays in tobacco leaves

## Discussion

### *OsbZIP62* encodes stress-responsive bZIP transcription factors and positively regulates rice drought tolerance and oxidative tolerance

Transcription factors play an important role in regulating the stress response in plants. In Arabidopsis, many bZIP transcription factors are involved in the ABA-mediated stress response, such as *ABI5* [16, 29], *ABF1/3/4*, and *ABRE3* [20, 30–32]. However, only a few of them have been reported in rice, such as *OsbZIP*23, *OsbZIP*46, *OsbZIP*72 [23–25, 27, 33], and the biological functions of many other bZIP proteins remain unclear. Here, we report a novel rice bZIP transcription factor, *OsbZIP*62, that is involved in rice stress responses. Phylogenetic analysis showed that *OsbZIP62* belongs to the third subfamily of bZIP family (Additional file 1: Figure S2). Previous studies have showed that some members of the bZIP third subfamily are also induced by abiotic stress and are involved in drought and ABA signalling pathway [24]. *OsbZIP62* was obviously induced by various abiotic stresses (i.e., PEG, H_2_O_2_, salt, and heat) and hormone (i.e., ABA) treatments (Fig. 1a). In addition, there are many predicted stress-related cis*-*elements, including ABREs and HSEs, within the *OsbZIP62* promoter region. (Fig. 1b). The current study showed that *OsbZIP62V* significantly enhanced the tolerance to drought and oxidative stress (Fig. 4), but compared with WT plants, the *osbzip62* mutants displayed reduced drought stress tolerance (Fig. 5). In addition, the expression of hundreds of drought-responsive genes was upregulated in *OsbZIP62V* plants (Fig. 6 and Additional file 2: Table S1). These findings clearly demonstrated that *OsbZIP62* encodes a novel bZIP transcription factor that positively regulates the drought tolerance and oxidative tolerance of rice.

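All 6 tested genes of the list of dehydration- and ABA-induced proteins rose in OsbZIP62V plants (6 when adjusted over the list alone). LEA3-2 (LOC_Os03g20680), a late embryogenesis abundant protein that accumulates in drying tissue, rose from 1.04 ± 0.139 to 37.3 ± 0.698 CPM (SD, n = 3 each). Its log2 fold change was 5.14 (SE 0.19, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test). P5CS1 (LOC_Os05g38150), an enzyme of proline synthesis, rose by a log2 fold change of 1.68 (SE 0.14), and WSI18 (LOC_Os01g50910) by 5.41 (SE 0.61). The salt stress-induced gene SALT (LOC_Os01g24710) rose by 6.90 (SE 1.04) and LEA3-1 (LOC_Os05g46480) by 2.89 (SE 0.67). RAB16A (LOC_Os11g26790), a dehydrin, had 3 or fewer counts in WT plants and was higher by a ratio of 30.8 (95% counting interval 10.3 to 152). Of 4 tested stress transcription factor genes, OsNAC10 rose, OsMYB2 fell, and OsNAP and ZFP182 (LOC_Os03g60560) did not pass the test, with log2 fold changes of 0.76 (SE 0.32) and -0.58 (SE 0.34). Adjustment over the list alone gave the same 1 higher and 1 lower. LEA3-2, P5CS1, OsNAC10 and OsMYB2 passed with each library left out. WSI18 did not pass without Kitaake replicate 2 (edgeR adjusted p = 0.0585) and SALT did not without Kitaake replicate 1, 2 or 3 (up to 0.107). RAB16A did not pass without Kitaake replicate 1 or 2 (edgeR adjusted p up to 0.0921), and LEA3-1 did not without any 1 of the Kitaake replicates or without OsbZIP62V replicate 1 (up to 0.191). The tested genes are 6 of 11 and 4 of 14 members of the lists, all taken from the authors' tables. Neither the share that passed nor its direction is therefore independent evidence, also when adjusted over the list alone.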

### *OsbZIP62* might participate in the ABA response

It has been shown that bZIP transcription factors constitute the key component of ABA signalling. For example, many members of the group C bZIP transcription factors, which are known as the ABF/AREB/ABI5 subfamily, participate in ABA signal transduction of and the stress response. It is well known that SnRK2 phosphorylation of ABF/AREB is an important part of the complete ABA signalling pathway in Arabidopsis [34, 35]. In particular, TRAB1, which is homologous to OsbZIP62, has been determined to be phosphorylated by SAPKs [36, 37]. In this study, it was found that OsbZIP62 interacted with the SAPK1/2/6 ABA signalling components (Fig. 8), suggesting that OsbZIP62 may be regulated by these protein kinase phosphorylation pathways. Furthermore, we found that the full-length OsbZIP62 protein showed no transcriptional activity but that the N-terminal sequence (amino acids 1–68) exhibited transactivation activity in yeast (Fig. 2a). These results are similar to those of OsbZIP46 and suggest that the transactivation activity of OsbZIP62 might be activated through phosphorylation by these protein kinases; however, the details need to be further studied.

In this study, the activation of OsbZIP62 increased rice sensitivity to ABA (Fig. 3). Furthermore, the expression of a number of ABA-responsive genes was upregulated in *OsbZIP62V* plants (Fig. 6a). On the other hand, knocking out *osbzip62* did not alter the sensitivity to ABA (Additional file 1: Figure S5), possibly because of the abundant bZIP proteins involved in ABA signalling. 

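Genes of ABA signalling were among those that rose in OsbZIP62V plants. All 6 tested genes of clade A PP2C phosphatases, which hold back the SAPK kinases until ABA is perceived and are themselves induced by ABA, rose (6 when adjusted over the list alone). PP2C09 (LOC_Os01g62760) rose from 65.0 ± 10.5 to 397 ± 41.0 CPM (SD, n = 3 each), a log2 fold change of 2.61 (SE 0.18, adjusted p = 4.6e-04 from edgeR's quasi-likelihood test). PP2C06 (LOC_Os01g40094) rose by 2.17 (SE 0.15), PP2C68 (LOC_Os09g15670) by 3.25 (SE 0.27) and PP2C49 (LOC_Os05g38290) by 4.25 (SE 0.55), and PP2C30 (LOC_Os03g16170) and PP2C50 (LOC_Os05g46040) by 1.40 and 1.24. All 3 tested genes of third-subfamily bZIP transcription factors rose (3 when adjusted over the list alone). OsbZIP23 (LOC_Os02g52780) rose from 13.8 ± 3.03 to 68.6 ± 1.16 CPM (log2 fold change 2.31, SE 0.18). OsbZIP46 (LOC_Os06g10880) had a log2 fold change of 2.22 (SE 0.39) and OsbZIP12 (LOC_Os01g64730) of 0.97 (SE 0.18), just under the fold minimum. In osbzip62 plants none of these phosphatase and bZIP genes passed edgeR's test, but their median log2 fold changes were also positive, at 0.69 and 0.40. The phosphatase and dehydration genes together had median log2 ratios to the Kitaake mean of 1.77, 1.86 and 2.42 in the osbzip62 replicates. In the Nipponbare replicates these were 0.78, 1.30 and 0.88, so higher levels of the pooled genes were not particular to OsbZIP62V plants. Kitaake is another cultivar than that of these libraries. The dehydration genes on their own had no such shift against Nipponbare. Their median log2 fold change in osbzip62 plants was -0.01 over 5 tested genes, with 2 called higher by DESeq2.

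Of 6 tested genes of ABA synthesis and breakdown, 2 rose and 2 fell in OsbZIP62V plants (2 and 2 when adjusted over the list alone). NCED4 (LOC_Os07g05940) and the carotene hydroxylase gene DSM2 rose, NCED4 by a log2 fold change of 2.28 (SE 0.53). NCED1 (LOC_Os02g47510), of the same cleavage step of ABA synthesis as NCED4, fell from 181 ± 44.5 to 74.6 ± 11.1 CPM (log2 fold change -1.27, SE 0.21, adjusted p = 0.0149 from edgeR). ABA8ox3 (LOC_Os09g28390), which breaks ABA down, fell by 1.22 on the log2 scale (SE 0.29). The kinase gene SAPK2 (LOC_Os07g42940), the only tested member of the SAPK list, was lower at 84.4 ± 11.3 CPM against 168 ± 28.8 CPM (log2 fold change -1.0, SE 0.17), also under the fold minimum. The members tested were 6 of 9 phosphatases, 3 of 6 bZIP genes, 6 of 9 genes of ABA synthesis and breakdown and 1 of 10 kinases. All are from the authors' tables, so neither the share that passed nor its direction is independent evidence, also when adjusted over a list alone. PP2C06, PP2C09, PP2C68 and OsbZIP23 passed with each library left out, and PP2C49 did not pass without Kitaake replicate 2 (edgeR adjusted p = 0.0738). PP2C30 did not pass without Kitaake replicate 1 or 3, and PP2C50, OsbZIP46, OsbZIP12, ABA8ox3, DSM2 and SAPK2 did not without Kitaake replicate 1, 2 or 3. NCED1 did not pass without Kitaake replicate 1 or 2 and NCED4 without Kitaake replicate 1 or 3, and OsbZIP12, DSM2, SAPK2, NCED1 and NCED4 did not without OsbZIP62V replicate 1, nor NCED4 without replicate 3. The highest edgeR adjusted p among these was 0.205.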

Nevertherless, all of these findings supported that the transcription and post-translation of OsbZIP62 is regulated by ABA signalling and that OsbZIP62 also partially participates in ABA signalling by regulating many ABA-responsive genes.

### *OsbZIP62* regulates the expression of many stress-related genes

Transcription factors and cis-elements are the core components of plant regulatory networks. Identification of direct downstream target genes is an effective strategy in terms of clarification of the function of the OsbZIP62 transcription factor. Not surprisingly, OsbZIP62 altered the expression levels of many genes. The expression of nearly more than 1000 genes was upregulated more than 2-fold in the *OsbZIP62V* overexpressors plants (Additional file 2: Table S1). On the other hand, the mutant of OsbZIP62 also exhibited expression changes of hundreds of genes (Additional file 3: Table S2). Among the DEGs upregulated in *OsbZIP62V*, more than one-third of them were drought responsive, which is approximately 14% of total drought responsive genes (Fig. 6a). 

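OsNAC10 (LOC_Os11g03300), a NAC transcription factor, rose from 2.90 ± 0.505 CPM (SD, n = 3) in WT plants to 58.0 ± 11.6 CPM (SD, n = 3) in OsbZIP62V plants. This is a log2 fold change of 4.33 (SE 0.23, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test). DSM2 (LOC_Os03g03370), a β-carotene hydroxylase, rose from 19.3 ± 1.96 to 39.4 ± 8.81 CPM (log2 fold change 1.03, SE 0.20, edgeR adjusted p = 0.0244). LOC_Os11g02350, which the paper names as a protease inhibitor and the tables annotate as a lipid-transfer protein, had no count in WT plants and 1.78, 0.330 and 36.7 CPM in OsbZIP62V replicates 1, 2 and 3. It was at least 182-fold higher over the group, a bound that covers counting error only and rests mostly on replicate 3. The wax synthesis gene OsGL1 (LOC_Os02g56920) had 3 counts over the WT libraries and 29.9, 0.220 and 203 CPM in OsbZIP62V replicates 1, 2 and 3, a ratio of 1104 (95% counting interval 377 to 5354). The level of OsGL1 in replicate 2 was close to the highest of the WT libraries, 0.217 CPM. LOC_Os11g02350 and OsGL1 were below the filter on low counts and had edgeR adjusted p values of 0.0793 and 0.042 without that filter. OsNAC10 passed the test with each library left out, and DSM2 did not pass it without Kitaake replicate 1, 2 or 3 or without OsbZIP62V replicate 1 (edgeR adjusted p up to 0.144).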

Many genes that are upregulated in *OsbZIP62V* encode reported or predicted proteins involved in stress resistance, such as transcription factors (*LOC_Os11g03300* (*OsNAC10*)), β-carotene hydroxylase (*LOC_Os03g03370* (*DSM2*)), protease inhibitors (*LOC_Os11g02350*), and wax synthesis proteins (*LOC_Os02g56920* (*OsGL1*)). *OsGL1* has been reported to be one of the genes controlling wax synthesis; this gene is involved in wax accumulation in leaf cuticles and directly affects the drought resistance of rice [38, 39]. *OsNAC10*, an NAC transcription factor, enhances drought resistance and increases the yield of rice under drought conditions [40]. *DSM2* enhances the resistance of rice to drought and oxidative stress by increasing the biosynthesis of lutein and ABA [41]. Yeast one-hybrid assays further confirmed that OsbZIP62 could bind to the promoters of these genes (e.g., *OsGL1*, *OsNAC10*, and *DSM2*) (Fig. 7). These findings suggest that the induced expression of 14% drought stress-related genes by *OsbZIP62* contributes to the enhanced drought tolerance of the transgenic rice plants.

## Conclusions

We screened drought tolerance candidate genes via a transcriptome analysis of several typical rice varieties with different drought tolerances and selected a novel bZIP gene, *OsbZIP62*, as one of the candidate genes. *OsbZIP62* belongs to the third subfamily of bZIP transcription factors in rice. The expression of *OsbZIP62* was obviously induced by drought, heat, salt, H_2_O_2_ and ABA treatment. By modulating many stress-related genes, *OsbZIP62* is a positive regulator of ABA signalling, drought, and oxidative stress responses. The OsbZIP62 protein localized to the nucleus, and its function in activating downstream genes may depend on posttranslational modification by SAPKs. Thus, we concluded that *OsbZIP62* encodes a novel stress-responsive bZIP transcription factor and positively regulates the rice drought and oxidative stress responses.

## Methods

### Construction of transgenic materials

The full-length cDNA of *OsbZIP62* was amplified from the cDNA of Nipponbare (*Oryza sativa L. japonica*. cv. Nipponbare) and then cloned into a pEASY-Blunt simple cloning vector for sequencing. The seeds of Nipponbare were obtained from the germplasm bank in our lab. The seeds of transgenic japonica rice Kitaake with *OsbZIP62-VP64* were acquired from Fujian Agriculture and Forestry University, and these transgenic rice plants were generated as described previously [42].

CRISPR constructs were designed according to a previously described protocol [43, 44], and the vectors were transformed into Nipponbare using the *Agrobacterium*-mediated method. The primers used in this study are listed in Additional file 5: Table S4. Individual T0 transformants were analyzed by sequencing their OsbZIP62 target regions, which were amplified by PCR. Mutations were detected by aligning the sequence chromatograms of these PCR products with those of the WT controls. Several individual homozygous or heterozygous plants were obtained, and two homozygous lines, C54 and C60, were selected for further experiments.

### Plant materials, growth conditions and stress treatments

To determine the gene expression profiles, we planted the Nipponbare plants in culture solution in a greenhouse with a 16-h light/8-h dark cycle. Rice seedlings at the four-leaf stage were treated with hormones or subjected to non-biological stresses such as cold stress (rice seedlings were transferred to a growth chamber at 4 °C), heat stress (rice seedlings were exposed to a 42 °C growth chamber), osmotic stress (15% (m/v) PEG6000), oxidative stress (1% H_2_O_2_) and salt stress (150 mM NaCl) and then sampled at 0, 1, 2, 4, 8, 12 and 24 h. For the phytohormone ABA treatment, 0.1 mM ABA was added to the culture medium of the rice plants.

To determine the ABA sensitivity of the transgenic plants at the seedling stage, positive transgenic seeds were selected in one-half-strength MS culture medium supplemented with 50 mg/L hygromycin. WT control lines were germinated on 1/2-strength MS medium. Seedlings (12 plants each, 3 repeats) were transplanted to 1/2-strength MS culture medium or 1/2-strength MS medium containing 3 μM ABA and were grown for 7 days. To testing the ABA sensitivity of transgenic plants at the germination stage, the seeds of positive transgenic plants and wild type plants (approximately 30 seeds, three repetitions) were germinated on 1/2-strength MS medium containing a concentration gradient of ABA (0, 1, 3, and 6 μM), and the germination rate of the seeds was calculated after 7 days.

### Determination of physiological indices related to stress

For all stresses, the seeds of T3 lines were germinated on 1/2-strength MS medium supplemented with 50 mg/L hygromycin, and the seeds of WT also grown on 1/2-strength MS medium. At the four-leaf stage, osmotic stress (20% PEG treatment for 3 days before rewatering) and oxidative stress (60 mM H_2_O_2_ treatment for 4–5 days) were applied, and the survival rates were measured as described previously [45, 46]. Moreover, we performed a biochemical analysis of reactive oxygen species (ROS). H_2_O_2_ was extracted from the leaves, and its contents were determined following the manufacturer’s instructions as described previously [47]. The activity of ROS-scavenging enzymes, soluble protein and MDA contents were determined according to the manufacturer’s instructions (Nanjing Institute of Bioengineering, Jiangsu, China). The chlorophyll contents were measured as described previously [48].

### RNA isolation and quantification of gene expression

Total RNA was extracted from the rice leaves using TRNzol-A^+^ reagent (Tiangen) according to the manufacturer’s instructions. First-strand cDNA was synthesized via EasyScript One-Step gDNA Removal and cDNA Synthesis Super Mix (Transgen). Real-time quantitative PCR (qPCR) was performed on an optical 96-well plate with a Bio-Rad CFX96 Real-Time PCR Detection System using TransStart Green qPCR SuperMix (Transgen). The PCR procedure was as follows: 94 °C for 30 s, followed by 40 cycles at 94 °C for 5 s, 55 °C for 15 s and 72 °C for 10 s. The rice *OsAct8* gene (No. AY212324) was used as an internal control to normalize the target gene expression, and relative expression levels were determined as described previously [49].

### RNA sequencing

Three biological replicates (30 plants each) of wild-type, *OsbZIP62V* and *osbzip62* mutant plants were sampled for RNA sequencing. The total RNA was extracted using the Trizol Reagent (Life Technologies). The qualified RNA samples were then used for library construction following the specifications of the TruSeq RNA Sample Preparation v2 Guide (Illumina), and RNA sequencing was conducted with Illumina Hiseq 2500 at Shanghai Personal Biotechnology Co., Ltd. (Shanghai, China). We used SeqPrep to strip adaptors and/or merge paired reads that overlapped into single reads and used Sickle to remove low-quality reads. The clean data were then aligned to the reference genome of rice using HISAT2 v2.1.0. FPKM (fragments per kilobase per millon mapped reads) was then calculated to estimate the expression level of the genes. DESeq2 v1.6.3 was used to analyse the differential gene expression between two samples, and genes with q<0.05 and |log2_ratio|>1 were identified as differentially expressed genes. GO (Gene Ontology; http://geneontology.org/) enrichment of DEGs was implemented by hypergeometric tests in which *p*-value is calculated and adjusted as q-value. GO terms with q < 0.05 were considered significantly enriched.

### Subcellular localization

To study the subcellular localization of OsbZIP62 protein, the whole length of OsbZIP62 was cloned into a pCAMBIA1300GFP plant expression vector after digestion of XbaI and BamHI enzyme; thus, OsbZIP62 was fused to GFP. Rice protoplasts were subsequently prepared from rice etiolated shoots, transformed with GFP or OsbZIP62-GFP constructs, and subjected to PEG treatment. GFP fluorescence was detected under an Olympus confocal microscope 24 h after transformation.

### Transactivation activity assay in yeast

The transcriptional activation activity of OsbZIP62 was studied in yeast cells. The full length or truncated fragments of *OsbZIP62* were fused in frame with the receptor GAL4 DNA-binding domain in a pGBKT7 vector by recombination reactions. These constructs were separately transformed into Y2H Gold cells. The transformants were evaluated by serial dilution on SD/−Trp/−His medium containing different concentrations of 3-amino-1, 2, 4-triazole (3-AT) or X-α-Gal.

### Yeast one-hybrid assays

We selected six genes (i.e., *LOC_Os11g02350*, *LOC_Os02g56920*, *LOC_Os03g21560*, *LOC_Os07g01370*, *LOC_Os11g03300*, and *LOC_Os03g03370*) that were upregulated in *OsbZIP62V* plants and downregulated in *osbzip62* mutants. 

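In the osbzip62 libraries, 4 of these genes were lower than in Nipponbare and 2 were higher, and none passed edgeR's quasi-likelihood test. OsNAC10 had 6.29 ± 3.44 CPM (SD, n = 3) in Nipponbare and 29.9 ± 7.98 CPM (SD, n = 3) in the mutants, a log2 fold change of 2.24 (SE 0.46, edgeR adjusted p = 0.0838). DSM2 had 16.7 ± 4.85 and 38.7 ± 14.7 CPM (log2 fold change 1.21, SE 0.33, edgeR adjusted p = 0.141). For both genes every mutant library lay above every Nipponbare library. OsGL1 had 157, 0.224 and 0 CPM in Nipponbare replicates 1, 2 and 3 and 1 count over the mutant libraries. LOC_Os11g02350 had 69.9, 0.0559 and 0 CPM in the Nipponbare replicates and also 1 count over the mutant libraries. The lower mutant values of OsGL1, LOC_Os11g02350 and LOC_Os07g01370 therefore rest on Nipponbare replicate 1. Their edgeR adjusted p values without the filter on low counts were 0.225, 0.245 and 0.39. LOC_Os03g21560 had 285 ± 101 CPM in Nipponbare and 123 ± 19.8 CPM in the mutants. DESeq2 called OsNAC10 and DSM2 higher and LOC_Os03g21560 lower in the mutants.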

The upstream approximately 1 kb long promoter of these potential target genes was cloned from the genomic DNA of Nipponbare. For the yeast one-hybrid assays, the promoter sequences of these genes were cloned into the yeast expression vector pHIS2.1 after digestion of the SmaI and EcoRI enzymes and then was co-transformed with the pGAD-T7-OsbZIP62 into Y187 yeast cells. The DNA-protein interaction was evaluated by transformant growth assays on SD/−Leu/−Trp/−His plates supplied with 50 mM of 3-AT.

### Yeast two-hybrid assays

Yeast two-hybrid assays were carried out with a Matchmaker™ Gold Yeast Two-Hybrid System (Clontech). The coding regions of OsbZIP62 and SAPKs were cloned into pGBKT7 and pGAD-T7 vectors to generate bait and prey vectors, respectively. These vectors were subsequently co-transformed into the Y2H Gold strain (Clontech). Protein interactions were evaluated by transformant growth assays on SD/−Leu/−Trp/−His, SD/−Leu/−Trp/−His with X-Gal, and SD/− Leu/−Trp/−His-Ade at 30 °C for 3–5 days.

### LUC complementary imaging assays

OsbZIP62 and SAPK1/SAPK2/SAPK6 were cloned into the pCAMBIA1300-nLUC and pCAMBIA1300-cLUC firefly luciferase vectors, respectively. All of the constructs were introduced into *A. tumefaciens* strain EHA105, which were then injected into 3-week-old tobacco leaves to transiently transform the tobacco epidermal cells [50]. The fluorescence signal was detected 3 days after infiltration under a plant in vivo imaging system (NightSHADE LB 985, Berthold).

## Additional files

Additional file 1: **Figure S1.** Protein sequence alignment of OsbZIP62 and the third subfamily bZIP transcription factors in rice. **Figure S2.** Molecular phylogenetic tree of the third bZIP subfamily members. **Figure S3.** Identification of *OsbZIP62-VP64* overexpression lines. **Figure S4.** Characterization of *osbzip62* mutants. **Figure S5.** ABA sensitivity of *osbzip62* mutants.

Additional file 2: **Table S1.** DEGs in *OsbZIP62-VP64* overexpressor

Additional file 3: **Table S2.** DEGs in *osbzip62* mutant

Additional file 4: **Table S3.** Genes proposed to be regulated by OsbZIP62

Additional file 5: **Table S4.** List of primers used in this study

## Data Availability

The RNA-seq data supporting the results of this article have been submitted to the GEO at NCBI with the accession number GSE122887.

## Abbreviations

ABA: abscisic acid
bZIP: basic leucine zipper motif
CAT: catalase
DEGs: differentially expressed genes
MDA: malonaldehyde
MS: murashige and skoog
PEG: polyethylene glycol
SAPK: stress/ABA activated protein kinases
SOD: superoxide dismutase

## References

[1] Rodriguez-Uribe L, O'Connell MA (2006). A root-specific bZIP transcription factor is responsive to water deficit stress in tepary bean (Phaseolus acutifolius) and common bean (P. vulgaris). J Exp Bot.

[2] Zhang Q (2007). Strategies for developing green super Rice. Proc Natl Acad Sci U S A.

[3] Luo LJ (2010). Breeding for water-saving and drought-resistance rice (WDR) in China. J Exp Bot.

[4] Ouyang SQ, Liu YF, Liu P, Lei G, He SJ, Ma B, Zhang WK, Zhang JS, Chen SY (2010). Receptor-like kinase OsSIK1 improves drought and salt stress tolerance in rice (Oryza sativa) plants. Plant J.

[5] Verma V, Ravindran P, Kumar PP (2016). Plant hormone-mediated regulation of stress responses. BMC Plant Biol.

[6] Seif El-Yazal SA, Seif El-Yazal MA, Dwidar EF, Rady MM (2015). Phytohormone crosstalk research: cytokinin and its crosstalk with other phytohormones. Curr Protein Pept Sci.

[7] Peleg Z, Blumwald E (2011). Hormone balance and abiotic stress tolerance in crop plants. Curr Opin Plant Biol.

[8] Park E, Kim TH (2017). Production of ABA responses requires both the nuclear and cytoplasmic functional involvement of PYR1. Biochem Biophys Res Commun.

[9] Nishimura N, Sarkeshik A, Nito K, Park SY, Wang A, Carvalho PC, Lee S, Caddell DF, Cutler SR, Chory J (2010). PYR/PYL/RCAR family members are major in-vivo ABI1 protein phosphatase 2C-interacting proteins in Arabidopsis. Plant J.

[10] Hubbard KE, Nishimura N, Hitomi K, Getzoff ED, Schroeder JI (2010). Early abscisic acid signal transduction mechanisms: newly discovered components and newly emerging questions. Genes Dev.

[11] Zhang L, Xia C, Zhao G, Liu J, Jia J, Kong X (2015). A novel wheat bZIP transcription factor, TabZIP60, confers multiple abiotic stress tolerances in transgenic Arabidopsis. Physiol Plant.

[12] Kang JY, Choi HI, Im MY, Kim SY (2002). Arabidopsis basic leucine zipper proteins that mediate stress-responsive abscisic acid signaling. Plant Cell.

[13] Hossain MA, Cho JI, Han M, Ahn CH, Jeon JS, An G, Park PB (2010). The ABRE-binding bZIP transcription factor OsABF2 is a positive regulator of abiotic stress and ABA signaling in rice. J Plant Physiol.

[14] Jakoby M, Weisshaar B, Droge-Laser W, Vicente-Carbajosa J, Tiedemann J, Kroj T, Parcy F (2002). bZIP transcription factors in Arabidopsis. Trends Plant Sci.

[15] Matiolli C. C., Tomaz J. P., Duarte G. T., Prado F. M., Del Bem L. E. V., Silveira A. B., Gauer L., Correa L. G. G., Drumond R. D., Viana A. J. C., Di Mascio P., Meyer C., Vincentz M. (2011). The Arabidopsis bZIP Gene AtbZIP63 Is a Sensitive Integrator of Transient Abscisic Acid and Glucose Signals. PLANT PHYSIOLOGY.

[16] Bensmihen S, Giraudat J, Parcy F (2005). Characterization of three homologous basic leucine zipper transcription factors (bZIP) of the ABI5 family during Arabidopsis thaliana embryo maturation. J Exp Bot.

[17] Wang B, Li C, Kong X, Li Y, Liu Z, Wang J, Li X, Yang Y (2018). AtARRE, an E3 ubiquitin ligase, negatively regulates ABA signaling in Arabidopsis thaliana. Plant Cell Rep.

[18] Gao S, Gao J, Zhu X, Song Y, Li Z, Ren G, Zhou X, Kuai B (2016). ABF2, ABF3, and ABF4 promote ABA-mediated chlorophyll degradation and leaf senescence by transcriptional activation of chlorophyll catabolic genes and senescence-associated genes in Arabidopsis. Mol Plant.

[19] Fujita Y, Fujita M, Satoh R, Maruyama K, Parvez MM, Seki M, Hiratsu K, Ohme-Takagi M, Shinozaki K, Yamaguchi-Shinozaki K (2005). AREB1 is a transcription activator of novel ABRE-dependent ABA signaling that enhances drought stress tolerance in Arabidopsis. Plant Cell.

[20] Kim S, Kang JY, Cho DI, Park JH, Kim SY (2004). ABF2, an ABRE-binding bZIP factor, is an essential component of glucose signaling and its overexpression affects multiple stress tolerance. Plant J.

[21] Zhao Y, Zhao S, Mao T, Qu X, Cao W, Zhang L, Zhang W, He L, Li S, Ren S (2011). The plant-specific actin binding protein SCAB1 stabilizes actin filaments and regulates stomatal movement in Arabidopsis. Plant Cell.

[22] Nijhawan A, Jain M, Tyagi AK, Khurana JP (2008). Genomic survey and gene expression analysis of the basic leucine zipper transcription factor family in rice. Plant Physiol.

[23] Xiang Y, Tang N, Du H, Ye H, Xiong L (2008). Characterization of OsbZIP23 as a key player of the basic leucine zipper transcription factor family for conferring abscisic acid sensitivity and salinity and drought tolerance in rice. Plant Physiol.

[24] Lu G, Gao C, Zheng X, Han B (2009). Identification of OsbZIP72 as a positive regulator of ABA response and drought tolerance in rice. Planta.

[25] Tang N, Zhang H, Li X, Xiao J, Xiong L (2012). Constitutive activation of transcription factor OsbZIP46 improves drought tolerance in rice. Plant Physiol.

[26] Gui J, Zheng S, Liu C, Shen J, Li J, Li L (2016). OsREM4.1 interacts with OsSERK1 to coordinate the interlinking between abscisic acid and Brassinosteroid signaling in Rice. Dev Cell.

[27] Tang N, Ma S, Zong W, Yang N, Lv Y, Yan C, Guo Z, Li J, Li X, Xiang Y, et al. MODD mediates deactivation and degradation of OsbZIP46 to negatively regulate ABA signaling and drought resistance in rice. Plant Cell. 2016.10.1105/tpc.16.00171PMC505979427468891

[28] Qiu J, Hou Y, Wang Y, Li Z, Zhao J, Tong X, Lin H, Wei X, Ao H, Zhang J (2017). A Comprehensive Proteomic Survey of ABA-Induced Protein Phosphorylation in Rice (*Oryza sativa* L.). Int J Mol Sci.

[29] Carles C, Bies-Etheve N, Aspart L, Leon-Kloosterziel KM, Koornneef M, Echeverria M, Delseny M (2002). Regulation of Arabidopsis thaliana Em genes: role of ABI5. Plant J.

[30] Uno Y, Furihata T, Abe H, Yoshida R, Shinozaki K, Yamaguchi-Shinozaki K (2000). Arabidopsis basic leucine zipper transcription factors involved in an abscisic acid-dependent signal transduction pathway under drought and high-salinity conditions. Proc Natl Acad Sci U S A.

[31] Fernando VCD, Al Khateeb W, Belmonte MF, Schroeder DF (2018). Role of Arabidopsis ABF1/3/4 during det1 germination in salt and osmotic stress conditions. Plant Mol Biol.

[32] Yoshida T, Fujita Y, Sayama H, Kidokoro S, Maruyama K, Mizoi J, Shinozaki K, Yamaguchi-Shinozaki K (2010). AREB1, AREB2, and ABF3 are master transcription factors that cooperatively regulate ABRE-dependent ABA signaling involved in drought stress tolerance and require ABA for full activation. Plant J.

[33] Zhang C, Li C, Liu J, Lv Y, Yu C, Li H, Zhao T, Liu B (2017). The OsABF1 transcription factor improves drought tolerance by activating the transcription of COR413-TM1 in rice. J Exp Bot.

[34] Fujii H, Verslues PE, Zhu JK (2011). Arabidopsis decuple mutant reveals the importance of SnRK2 kinases in osmotic stress responses in vivo. Proc Natl Acad Sci U S A.

[35] Fujita Y, Nakashima K, Yoshida T, Katagiri T, Kidokoro S, Kanamori N, Umezawa T, Fujita M, Maruyama K, Ishiyama K (2009). Three SnRK2 protein kinases are the main positive regulators of abscisic acid signaling in response to water stress in Arabidopsis. Plant Cell Physiol.

[36] Kobayashi Y, Murata M, Minami H, Yamamoto S, Kagaya Y, Hobo T, Yamamoto A, Hattori T (2005). Abscisic acid-activated SNRK2 protein kinases function in the gene-regulation pathway of ABA signal transduction by phosphorylating ABA response element-binding factors. Plant J.

[37] Kagaya Y, Hobo T, Murata M, Ban A, Hattori T (2002). Abscisic acid-induced transcription is mediated by phosphorylation of an abscisic acid response element binding factor, TRAB1. Plant Cell.

[38] Islam MA, Du H, Ning J, Ye H, Xiong L (2009). Characterization of Glossy1-homologous genes in rice involved in leaf wax accumulation and drought resistance. Plant Mol Biol.

[39] Zhou L, Ni E, Yang J, Zhou H, Liang H, Li J, Jiang D, Wang Z, Liu Z, Zhuang C (2013). Rice OsGL1-6 is involved in leaf cuticular wax accumulation and drought resistance. PLoS One.

[40] Jeong JS, Kim YS, Baek KH, Jung H, Ha SH, Do Choi Y, Kim M, Reuzeau C, Kim JK (2010). Root-specific expression of OsNAC10 improves drought tolerance and grain yield in rice under field drought conditions. Plant Physiol.

[41] Du H, Wang N, Cui F, Li X, Xiao J, Xiong L (2010). Characterization of the beta-carotene hydroxylase gene DSM2 conferring drought and oxidative stress resistance by increasing xanthophylls and abscisic acid synthesis in rice. Plant Physiol.

[42] Zhao T, Liu J, Li HY, Lin JZ, Bian MD, Zhang CY, Zhang YX, Peng YC, Liu B, Lin C (2015). Using hybrid transcription factors to study gene function in rice. Sci China Life Sci.

[43] Ma X, Zhang Q, Zhu Q, Liu W, Chen Y, Qiu R, Wang B, Yang Z, Li H, Lin Y (2015). A robust CRISPR/Cas9 system for convenient, high-efficiency multiplex genome editing in monocot and dicot plants. Mol Plant.

[44] Zhang H, Zhang J, Wei P, Zhang B, Gou F, Feng Z, Mao Y, Yang L, Xu N, Zhu JK (2014). The CRISPR/Cas9 system produces specific and homozygous targeted gene editing in rice in one generation. Plant Biotechnol J.

[45] Xiao B, Huang Y, Tang N, Xiong L (2007). Over-expression of a LEA gene in rice improves drought resistance under the field conditions. Theor Appl Genet.

[46] Yue B, Xue W, Xiong L, Yu X, Luo L, Cui K, Jin D, Xing Y, Zhang Q (2006). Genetic basis of drought resistance at reproductive stage in rice: separation of drought tolerance from drought avoidance. Genetics.

[47] Rao MV, Lee H, Creelman RA, Mullet JE, Davis KR (2000). Jasmonic acid signaling modulates ozone-induced hypersensitive cell death. Plant Cell.

[48] Benedetti CE, Arruda P (2002). Altering the expression of the chlorophyllase gene ATHCOR1 in transgenic Arabidopsis caused changes in the chlorophyll-to-chlorophyllide ratio. Plant Physiol.

[49] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(−Delta Delta C(T)) method. Methods.

[50] Liu L, Zhang Y, Tang S, Zhao Q, Zhang Z, Zhang H, Dong L, Guo H, Xie Q (2010). An efficient system to detect protein ubiquitination by agroinfiltration in Nicotiana benthamiana. Plant J.

# Supplementary material for: A stress-responsive bZIP transcription factor OsbZIP62 improves drought and oxidative tolerance in rice
**Source:** BMC Plant Biol. 2019 Jun 17;19:260. doi: 10.1186/s12870-019-1872-1
**Supplement:** Supplementary file 1 — Figure S1. Protein sequence alignment of OsbZIP62 and the third subfamily bZIP transcription factors in rice. Figure S2. Molecular phylogenetic tree of the third bZIP subfamily members. Figure S3. Identification of OsbZIP62-VP64 overexpression lines. Figure S4. Characterization of osbzip62 mutants. Figure S5. ABA sensitivity of osbzip62 mutants.

**Additional files**

**A stress-responsive bZIP transcription factor *OsbZIP62* improves drought and oxidative tolerance in rice**

**Shiqin Yang^1,2†^, Kai Xu^2,†^, Shoujun Chen^2^, Tianfei Li^2^, Hui Xia^2^,Liang Chen^2^, Hongyan Liu^2^，Lijun Luo^1,2*^**

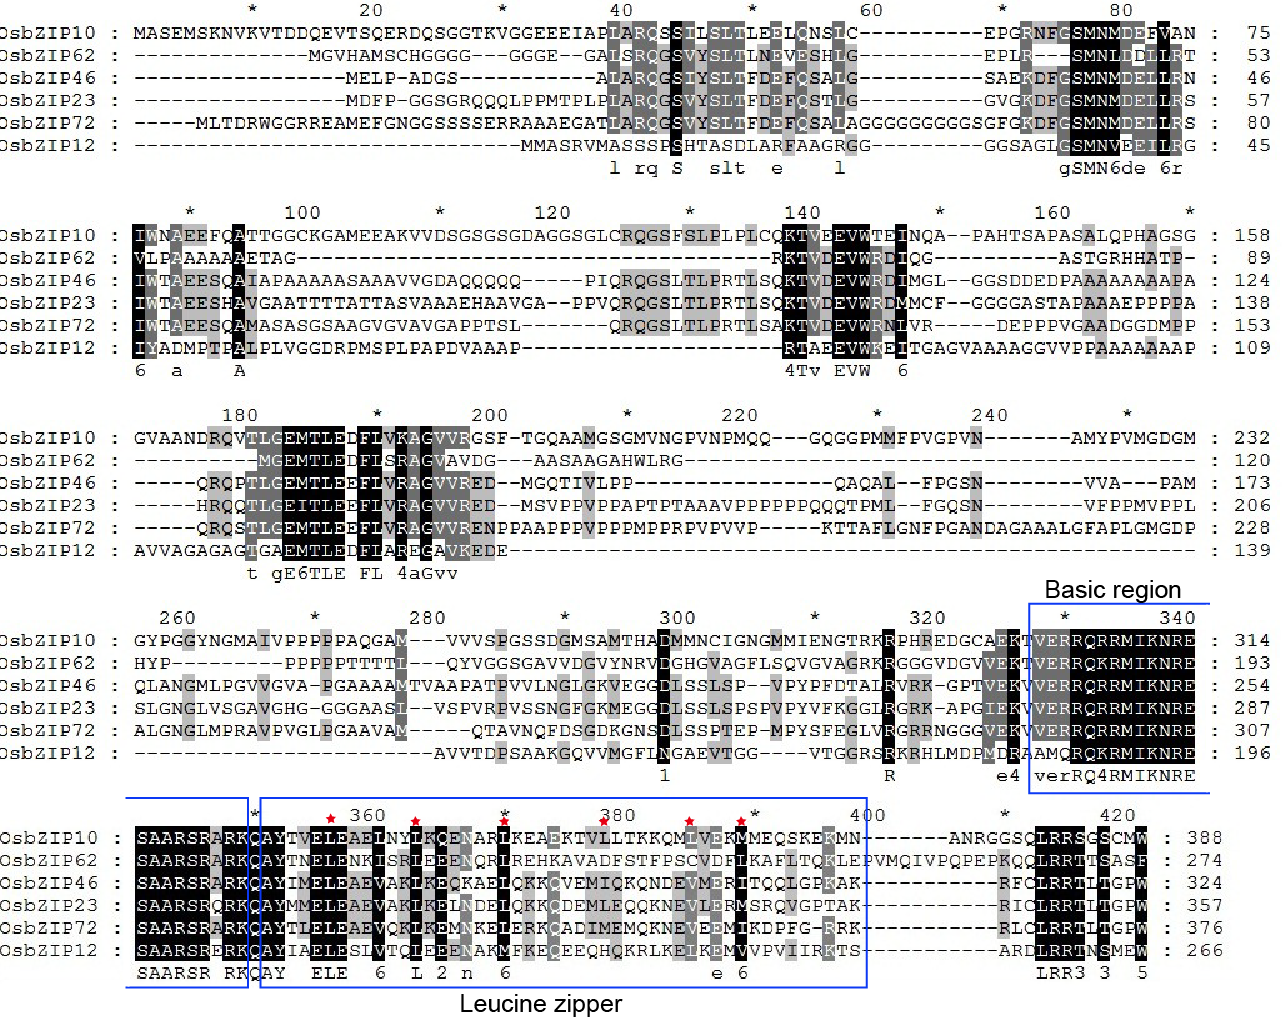

**Figure S1.** Protein sequence alignment of OsbZIP62 and the third subfamily ZIP transcription factors in rice.

Protein sequence alignment of OsbZIP62 with other third subfamily ZIP proteins. The blue boxes indicated the definitive domains, basic region and leucine zipper. The conserved leucine residues were indicated by red stars. The protein accession numbers are as follows: OsbZIP62, LOC_Os07g48660; OsbZIP10, LOC_Os01g64000; OsbZIP12, LOC_Os01g64730; OsbZIP23, LOC_Os02g52780; OsbZIP46, LOC_Os06g10880; OsbZIP72, LOC_Os09g28310

**
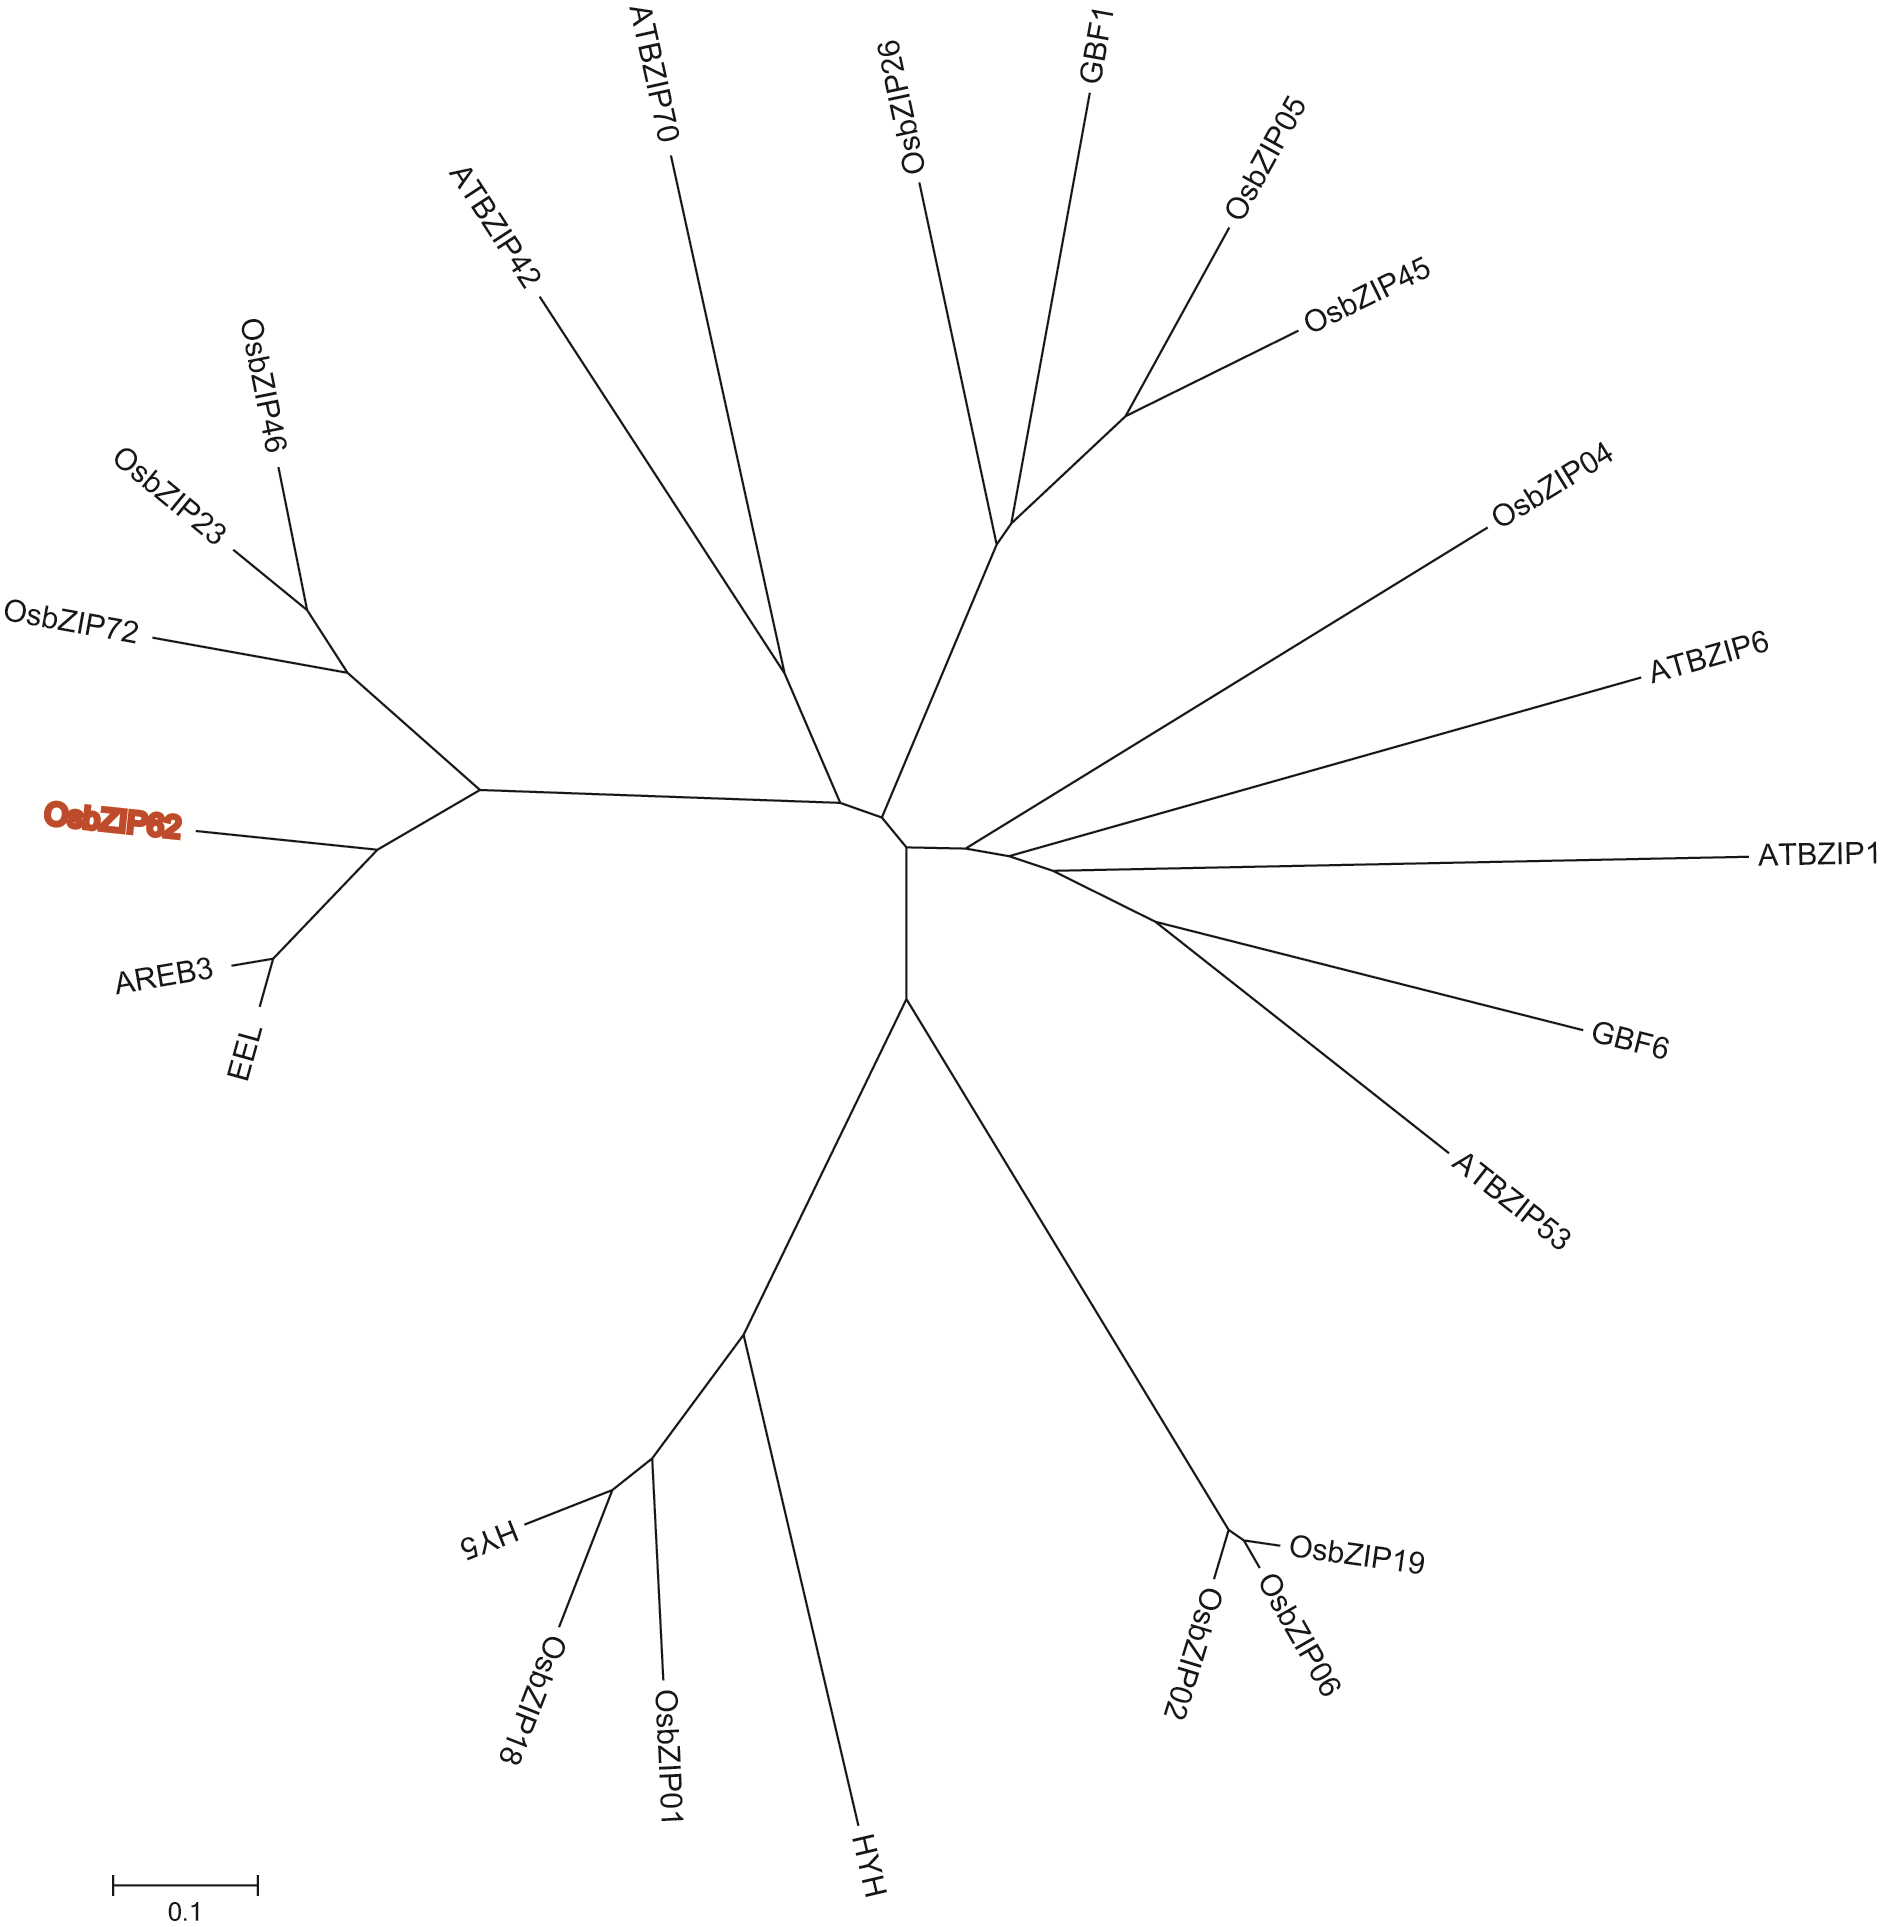
**

**Figure S2.** Molecular phylogenetic tree of the third bZIP subfamily members. Proteins sequences are mainly from Arabidopsis and rice. The bZIP protein sequence alignment and phylogenetic tree construction were performed using the MEGA6 software. The protein accession numbers are as follows: OsbZIP10, LOC_Os01g64000; OsbZIP12, LOC_Os01g64730; EEL, AT2G41070; AREB3, [AT3G56850](http://plntfdb.bio.uni-potsdam.de/v3.0/gene_details.php?pep_id=AT3G56850.1&sp_id=ATH), OsbZIP62, LOC_Os07g48660; OsbZIP72, LOC_Os09g28310; OsbZIP23, LOC_Os02g52780; OsbZIP46, LOC_Os06g10880; ATBZIP42, [AT3G30530](http://plntfdb.bio.uni-potsdam.de/v3.0/gene_details.php?pep_id=AT3G30530.1&sp_id=ATH); ATBZIP70,[AT5G60830](http://plntfdb.bio.uni-potsdam.de/v3.0/gene_details.php?pep_id=AT5G60830.1&sp_id=ATH); OsbZIP26, LOC_Os03g13614; GBF1, [AT4G36730](http://plntfdb.bio.uni-potsdam.de/v3.0/gene_details.php?pep_id=AT4G36730.2&sp_id=ATH); OsbZIP05, LOC_Os01g46970; OsbZIP45, LOC_Os05g49420; OsbZIP04, LOC_Os01g36220; AtbZIP6, AT2G22850; ATBZIP1, [AT5G49450](http://plntfdb.bio.uni-potsdam.de/v3.0/gene_details.php?pep_id=AT5G49450.1&sp_id=ATH); GBF6, AT4G34590; AtbZIP53, AT3G62420; OsbZIP19, LOC_Os02g14910; OsbZIP06, LOC_Os01g55150; OsbZIP02, LOC_Os01g11350; HYH, [AT3G17609](http://plntfdb.bio.uni-potsdam.de/v3.0/gene_details.php?pep_id=AT3G17609.4&sp_id=ATH); OsbZIP01, LOC_Os01g07880; OsbZIP18, LOC_Os02g10860; HY5, AT5G11260

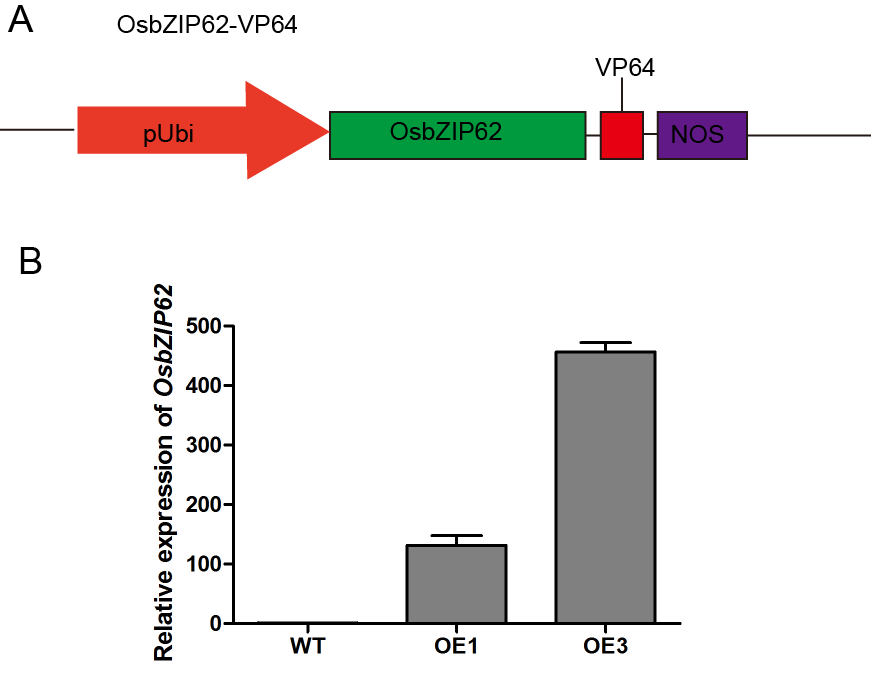

**Figure S3.**  Identification of *OsbZIP62-VP64* overexpression lines.

A, Schematic diagram of *OsbZIP62-VP64* Overexpression construct. B, Expression level analysis of *OsbZIP62* in *OsbZIP62-VP64* Overexpression lines (OE1 and OE3) by qPCR.

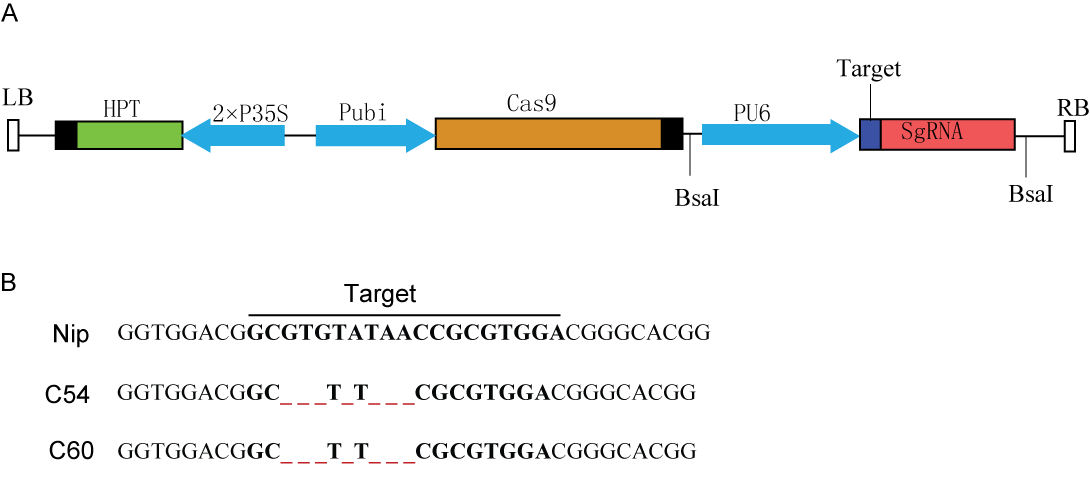

**Figure S4.**  Characterization of *osbzip62* mutants.

A, Schematic diagram of OsbZIP62-CRISPR/Cas9 construct. B, Representative sequence of mutated targets in two homozygous rice plants.

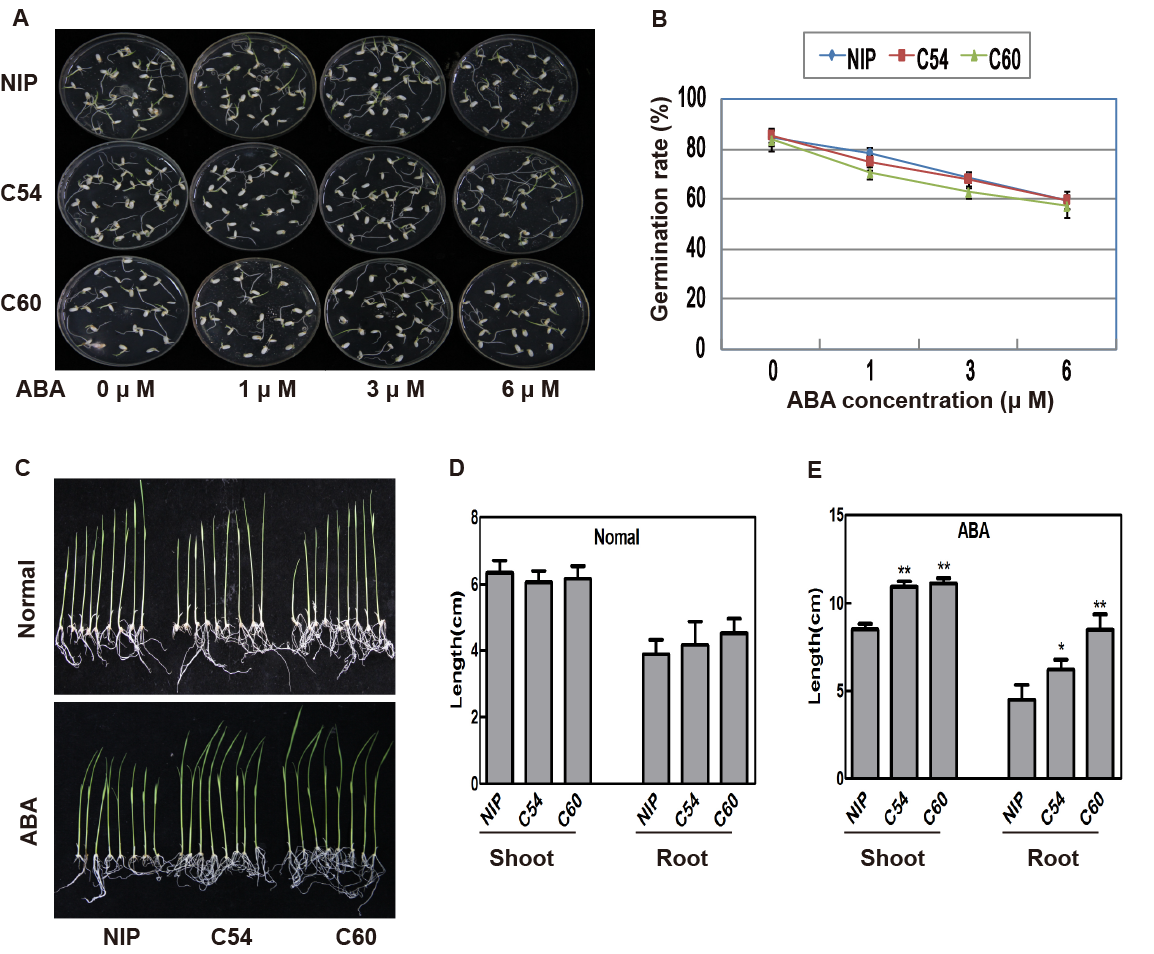

**Figure S5.** ABA sensitivity of *osbzip62* mutant

A, Germination performance of osbzip62-mutant transgenic lines (C54 and C60) and the WT seeds on 1/2MS medium containing 0, 1, 3, 6 μM ABA at 7 d after initiation. B, The germination rate of osbzip62 mutants transgenic seeds (C54 and C60) and the wild-type control plants seeds on 1/2MS medium containing 0, 1, 3, 6 μM ABA. Error bars indicate SE based on three technical replicates.

How the deposited data were processed for this re-analysis (not part of the article)

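RNA from rice leaves was measured in 12 libraries. They were 3 biological replicates each of OsbZIP62V plants, their wild type Kitaake, osbzip62 mutants and their wild type Nipponbare, with 30 plants per replicate. All plants were at the four-leaf stage and unstressed, which the paper's methods for RNA sequencing do not themselves state. The authors made TruSeq libraries, removed adaptors with SeqPrep and low-quality reads with Sickle, and aligned the reads with HISAT2 2.1.0. The submitters' notes also name Bowtie2 2.2.3, HTSeq 0.6.1p2 and the build IRGSP-1.0. The sources used here state neither the annotation release nor the strand setting of the counting. The deposited read counts are whole numbers per gene with no normalization, 1 library per table. The deposited RPKM values are the same counts divided by gene length and by the total of the counts of that library. This was checked on 10879 genes with over 50 counts in each library, where the gene length recovered from the 2 columns differed between libraries by at most 9.33e-15 of its value. The counts were used for every test, and the RPKM only to pair gene identifiers. The totals of counts per library ranged from 9224755 (Kitaake replicate 1) to 19759728 (Kitaake replicate 3), and 22922 to 26139 of the listed genes had a count. In all tables the replicates of a group were distinct libraries. The chi-square per degree of freedom between any pair of them was 9.52 or more.

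The deposited tables name genes by identifiers that the reference table does not hold, apart from 1 among its 39387 entries. The paper's tables name loci. The 2 were paired by the fold changes printed in Tables S1 and S2, which equal the ratio of group means of the counts after scaling by median-of-ratios size factors. Where the control mean is 0, they equal the mean deposited RPKM divided by 0.001. Matches were accepted within a relative difference of 6e-06. Of the 1998 genes in the copy of Table S1 used here, 1992 were paired, 2 were ambiguous and 4 had no match. Of the 1143 genes of Table S2, 1122 were paired, 2 were ambiguous, 1 had no match and 18 are listed with a fold of 0. Within chromosomes the paired identifiers ran in the same order, with a rank correlation of at least 0.999997. Of 216 loci paired through both tables, 213 had the same identifier. The copy of Table S1 ends within the genes listed as lower, so the identifiers of the lower genes it lacks were not available for this pairing. Genes without a paired locus were tested like the others and counted, and appear by their own identifier.

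Each transgenic group was compared with its wild type in a fit of those 6 libraries, with TMM normalization, edgeR's default filter on low counts and edgeR's quasi-likelihood test. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The paper names DESeq2, a q under 0.05 and the same fold change. Members of gene lists, Table S3 among them, were counted at an adjusted p under 0.05 with no fold minimum. Standard errors of log2 fold changes were taken from the fold change and the F statistic. Ranges by library are log2 CPM with a prior count of 2. Where a group had no count, the fold is a lower bound that allows 3 counts over its 3 libraries. Where it had 1 to 3 counts, a 95% counting interval is given. The fold changes of the 2 comparisons were correlated over the genes tested in both. Shared calls were compared with the number expected from independent lists by Fisher's exact test. The difference between the effects was tested in a fit of all 12 libraries. The wild types were compared with each other in the same way as the other pairs.

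The gene lists, the rule for named genes, the tests and most alternatives were chosen before the data were examined. The lists were ABA synthesis and breakdown, clade A PP2C phosphatases, SAPK kinases, third-subfamily bZIP genes, dehydration- and ABA-induced proteins, stress transcription factors and scavengers of reactive oxygen. Further lists were photosynthesis, cellulose and lignin synthesis, sucrose and starch metabolism, auxin, iron acquisition and storage, cuticular wax, pathogen response and jasmonate, heat shock, senescence and clock genes. Root genes and genes of dividing and meristematic cells served as markers of other tissues. Of 278 loci on these lists, 85 could be paired, and all of those are genes of Tables S1 or S2. A list member could thus be counted only if the authors had listed it as changed in these libraries. The share of a list that passed is therefore raised in advance, and adjustment over such a list alone does not control false calls. Named genes are OsbZIP62, the genes the paper names for its RNA-seq, qPCR or yeast one-hybrid results, and per comparison the 8 largest changes in each direction. The latter were taken among called genes with a mean of at least 5 CPM, no overlap between the groups and an annotated function. The rule also takes up to 4 members per list and direction with the smallest adjusted p, and members used as examples of not passing the test. PP2C30, PP2C50, LEA3-1, RAB16A, LHCB6 and LHCA1 fill up their lists beyond 4 members, and LOC_Os06g12610 does so for the auxin genes, so these were chosen after their values were seen. The values of the genes the paper names had been seen in its tables.

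The procedure was tested on simulated counts with the means, library totals and spread of the real libraries and 200 genes changed by 2-, 4- or 8-fold. The changed genes were drawn among those with a control mean over 2 CPM, and recovery required the fold minimum. Each gene was simulated on its own, without shifts shared by the genes of a library. The procedure made 9 false calls in the simulation for OsbZIP62V and 10 in that for osbzip62, where DESeq2 made 25 and 63. The alternatives tried were DESeq2, RLE size factors in place of TMM, no filter on low counts, a filter of at least 1 CPM in at least 3 libraries, and all 4 groups in a single fit. The replicate number as a block, an unadjusted p, no fold minimum, adjustment over a list alone and leaving out each library in turn were also tried. After the data were seen, the least correlated library of each group was left out together. The libraries were also split in other ways into groups of the same sizes, all 10 ways for a pair of groups, all 100 for genes opposite in the 2 lines, where the other splits were counted in the pair of directions with the most genes, and 100 drawn with a fixed seed of 20 for the difference between the effects. Tests of whole lists and counts of promoter elements were not made, because at most 66.7% of the members of each list but Table S3 were paired and no genome sequence was at hand. The drought and ABA libraries of the paper's Fig. 6a and the qPCR data were not analysed here.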

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

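These genes were chosen only after their values were seen, and the search for construct sequence was set before its result. Some genes were above 5 CPM in every library of a transgenic group and under 0.5 CPM in every library of the groups without that signal, the wild types included. The paper does not discuss them. There were 2 such genes in both transgenic groups, 5 in osbzip62 alone and 1 in OsbZIP62V alone. LOC_Os03g02470, annotated as an expressed protein, had 124 ± 15.1 CPM (SD, n = 3) in OsbZIP62V plants and 96.5 ± 1.90 CPM in osbzip62 plants. LOC_Os03g18779, a conserved hypothetical protein, had 50.2 ± 14.4 CPM in OsbZIP62V plants and 38.7 ± 3.77 CPM in osbzip62 plants. LOC_Os05g31670, annotated as similar to the ABA-induced plasma membrane protein PM19, had 9.70 ± 0.914 CPM in OsbZIP62V plants, with 1 count over the Kitaake libraries, 3 over the Nipponbare libraries and 0 over the osbzip62 libraries.

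In osbzip62 plants alone, LOC_Os07g02430, a conserved hypothetical protein, had 128 ± 22.8 CPM. The gene OS08G0410900, which was not paired with a locus, had 30.8 ± 1.08 CPM. The cytochrome P450 gene LOC_Os06g10260 had 20.8 ± 2.89 CPM and no count in any library of the other groups. A gene annotated as a CACTA transposon protein (LOC_Os10g34409) had 27 ± 3.69 CPM. A gene annotated as a retrotransposon protein (LOC_Os03g31560) had 16.8 ± 2.91 CPM and no count in any library of the other groups.

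LOC_Os03g02470 and LOC_Os03g18779 were high in both transgenic groups and near 0 in both wild types. The highest level of these genes in the 6 wild-type libraries was 0.118 CPM and the lowest in the 6 transgenic libraries was 35.8 CPM. Reads from a part shared by the constructs could give such values and cannot be told apart from a response of the plants, because 0 sequence files of a genome or a construct were at hand to search. A response to OsbZIP62, whose level was raised in 1 line and whose gene was mutated in the other, stays open and was not tested.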

How the results depend on the processing

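Leaving out the least correlated library of each group together (Kitaake replicate 1, OsbZIP62V replicate 2, Nipponbare replicate 1 and osbzip62 replicate 2) was chosen after the data were seen. So were the fits without single libraries for the wild types and for the difference between the effects, and all settings for genes higher in both lines. RLE scaling and the filter of at least 1 CPM kept every count of called genes in the pairwise comparisons within 1.5 times its reported value. Without a low-count filter this held for all of them except the genes lower in osbzip62, which were 14 in place of 9. Without a fold minimum the counts of all 4 were within 1.5 times the reported ones. RLE moved the median log2 fold change from 0.02 to 0 in OsbZIP62V and from -0.04 to -0.05 in osbzip62, and the share of higher genes among those called from 65.3% to 64.6% and from 89.5% to 89%.

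DESeq2 called 1767 genes higher in OsbZIP62V, 521 higher and 364 lower in osbzip62, 80 opposite, 92 higher in both lines and 3656 with different effects. An unadjusted p under 0.05, a looser threshold, gave 1921 and 642 genes in OsbZIP62V, 793 and 702 in osbzip62, 193 opposite and 156 higher in both. With all 4 groups in a single fit there were 490 genes higher in OsbZIP62V, 365 higher and 156 lower in osbzip62, 7 opposite and 61 higher in both. Without the least correlated libraries there were 2163 genes higher in OsbZIP62V, 11 higher and 0 lower in osbzip62, and 5 higher in both. Adjusted over the list alone, 34 in place of 5 paired list members were called in osbzip62 and 58 in place of 44 in OsbZIP62V. The cause was not tested, except that a looser threshold calls more genes by construction. A smaller family of tests can call more genes or fewer, and the paired list members are all genes of the authors' tables. For named genes no setting turned the direction of a call. Of the 60 called in OsbZIP62V plants, 14 were called under every setting run, and of the 16 called in osbzip62, 0 were, by edgeR and DESeq2. The replicate block ended 27 of the calls of named genes and gave 3 others, the single fit 18 and 21, the least correlated libraries left out 19 and 14, RLE 0 and 1, no filter 1 and 0, the filter of at least 1 CPM 0 and 3, and DESeq2 0 and 46.

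With each library left out in turn, the counts ranged from 112 to 2474 for genes higher in OsbZIP62V, 84 to 585 for lower ones, 0 to 234 for genes higher in osbzip62 and 0 to 297 for lower ones. They ranged from 0 to 27 for opposite genes, 0 to 42 for genes higher in both, 345 to 3864 for different effects and 1110 to 4914 for the wild types. The correlation of fold changes ranged from -0.277 to -0.0106. Called list members ranged from 11 to 60 in OsbZIP62V, with 12, 11 and 13 without Kitaake replicate 1, 2 or 3 and 20 without OsbZIP62V replicate 1. They ranged from 0 to 13 in osbzip62, with 2, 0 and 13 without Nipponbare replicate 1, 2 or 3 and 0 without any of the osbzip62 replicates. A fit with fewer libraries tends to have less power, so a drop does not by itself show reliance on the library left out. The cause was not tested.

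The replicate numbers are not stated to mark a shared batch. Deviations of samples with the same number from their group means correlated at 0.153, 0.0058 and -0.0449 between Kitaake and OsbZIP62V and at -0.255, 0.143 and 0.375 between Nipponbare and osbzip62. Not every sample correlated best with its own number, for example Nipponbare 1 with osbzip62 2 at 0.512. These values do not show that the numbers pair the samples, and they cannot exclude a shared batch. With the replicate number as a block, 617 genes were higher and 397 lower in OsbZIP62V, 0 and 0 in osbzip62, 0 higher in both lines and 470 with different effects. The block gave 37 and 0 called list members and a correlation of fold changes of -0.145.

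Low counts limit the tests, since 56 of 83 paired Table S3 genes passed the filter on low counts in the comparison with Kitaake. The tests of whole lists with preset and estimated correlation were not run, since too few members were paired, and neither were the promoter counts at either length or for single motifs, for want of a genome sequence. The alternative of another pseudocount applies to normalized values only and was not run.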

Differences from the paper's values

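The paper counts 1669 genes higher in OsbZIP62V plants, and 769 were found here. Of the alternatives set before the data were examined, DESeq2 (1767), an unadjusted p under 0.05 (1921) and the fit without OsbZIP62V replicate 2 (2474) came within 1.5 times of the paper's number. RLE scaling (778), no low-count filter (789), the filter of at least 1 CPM (731), the replicate block (617), all 4 groups in a single fit (490), no fold minimum (901) and leaving out any other library (112 to 522) did not. Leaving out the least correlated library of each group, chosen after seeing the values, gave 2163 and does not call 295 of the 1660 paired genes that Table S1 lists as higher. DESeq2 does not call 337 of them, the fit without OsbZIP62V replicate 2 does not call 183, and edgeR with all libraries does not call 970. In osbzip62 the paper counts 663 genes higher and 480 lower, and 77 and 9 were found here. DESeq2 (521 and 364) and an unadjusted p (793 and 702) came within 1.5 times of both numbers. None of the other alternatives set before the data were examined did, the closest being the single fit of all 4 groups for higher genes (365) and the fit without Nipponbare replicate 3 for lower genes (297). The paper counts 85 genes higher in OsbZIP62V and lower in osbzip62, and 0 were found here by edgeR. DESeq2 (80) came within 1.5 times of it, and edgeR at an unadjusted p gave 193, the fit without Nipponbare replicate 3 gave 27, and the single fit gave 7. The other alternatives gave 0, or 1 without Nipponbare replicate 1. The thresholds are those the paper states for its q and fold change, while the p column of its Tables S1 and S2 is headed pval. Of the 659 paired genes that Table S2 lists as higher, edgeR called 70 higher and DESeq2 468. Of the 468 listed as lower, edgeR called 9 and DESeq2 279, and neither tool called any in the other direction. The genes were paired through the printed folds, so their direction was fixed in advance and is no check of the table.

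The paper states that most of the genes it tested by qPCR were higher in OsbZIP62V plants and lower in osbzip62 mutants, and names LOC_Os02g43940, LOC_Os05g49420, LOC_Os11g03300 (OsNAC10) and LOC_Os03g03370 (DSM2). All 4 rose in OsbZIP62V plants here, and LOC_Os02g43940 had a negative log2 fold change in osbzip62. The other 3 had positive ones in the sequenced mutants, 2.24 for OsNAC10, 1.21 for DSM2 and 0.71 (SE 0.15, edgeR adjusted p = 0.0990) for LOC_Os05g49420, annotated as similar to G-box binding factor 1. None of the 3 passed edgeR's test, and DESeq2 called OsNAC10 and DSM2 higher. Table S2 lists OsNAC10 and DSM2 as higher too, with the paper's folds of 4.75 and 2.29. In OsbZIP62V plants LOC_Os05g49420 had a log2 fold change of 1.14 (SE 0.17, edgeR adjusted p = 0.00911), and it did not pass the test without Kitaake replicate 1 or 2 (edgeR adjusted p up to 0.0873). The paper names LOC_Os05g02530 among the genes higher in OsbZIP62V, and its log2 fold change there was negative, at 352 CPM in WT plants and 242 CPM in OsbZIP62V plants. LOC_Os05g02530 and LOC_Os07g01370, which the paper names with the genes of Table S3, are not in that table, whose 85 lines hold 84 different loci.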

Other observations

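The relations within groups, the exchange of libraries, the counts for genes higher in both lines, the levels by library and the splits of the libraries at an unadjusted p and by DESeq2 reported in this part were tests chosen only after the results were seen. Genes of light harvesting were among those higher in OsbZIP62V plants, mostly in replicates 1 and 3. Of 8 tested photosynthesis genes, 6 rose (8 when adjusted over the list alone). CAB2R (LOC_Os01g41710), a chlorophyll a/b binding protein, rose from 17 ± 4.05 to 1359 ± 1226 CPM (SD, n = 3 each), a log2 fold change of 6.30 (SE 1.24, adjusted p = 0.0254 from edgeR's quasi-likelihood test). It had 1561, 44.9 and 2472 CPM in OsbZIP62V replicates 1, 2 and 3, and the median log2 ratio of 7 photosynthesis genes outside Table S3 to their Kitaake mean was 2.30, 0.69 and 2.84. LHCB1 (LOC_Os01g52240) rose by 5.72 (SE 1.13), LHCB6 (LOC_Os04g38410) by 2.23 (SE 0.53), LHCB4 (LOC_Os07g37240) by 1.44 (SE 0.28) and LHCA1 (LOC_Os06g21590) by 1.29 (SE 0.29), and PORA was the other. PORB (LOC_Os10g35370) and LHCB2 (LOC_Os03g39610) did not pass the test over all genes, with log2 fold changes of 1.58 (SE 0.41) and 0.62 (SE 0.23). In osbzip62 plants 0 of 8 passed edgeR's test (4 lower at an unadjusted p under 0.05, 2 lower by DESeq2). Of 4 tested genes of scavengers of reactive oxygen, 2 rose and 1 fell in OsbZIP62V plants (2 and 1 when adjusted over the list alone). The catalase gene CATA (LOC_Os02g02400) rose from 203 ± 32.1 to 581 ± 276 CPM (log2 fold change 1.51, SE 0.34), CSD3 rose, and the ascorbate peroxidase gene APX2 (LOC_Os07g49400) fell from 942 ± 206 to 326 ± 106 CPM (log2 fold change -1.53, SE 0.29, edgeR adjusted p = 0.0219). LOC_Os06g02500, annotated as an iron superoxide dismutase, had a log2 fold change of 0.34 (SE 0.17) in OsbZIP62V plants and -1.14 (SE 0.23, edgeR adjusted p = 0.0824) in osbzip62 plants, where 0 of 4 passed edgeR's test (2 lower at an unadjusted p under 0.05, 2 lower by DESeq2). All these genes come from the authors' tables, so neither the share that passed nor its direction is independent evidence. None of those that rose or fell passed edgeR's test without Kitaake replicate 1, 2 or 3 or without OsbZIP62V replicate 1, nor LHCB6 and CSD3 without OsbZIP62V replicate 3 (adjusted p up to 0.210).

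Genes of iron storage had higher means in the osbzip62 mutants, and no gene of the iron list passed the test. The ferritin genes FER1 (LOC_Os11g01530) and FER2 (LOC_Os12g01530) had 704 ± 70.4 and 623 ± 91.1 CPM (SD, n = 3 each) in Nipponbare and 1662 ± 326 and 1482 ± 226 CPM in the mutants, with edgeR adjusted p values of 0.0755 and 0.0716. IRO2 (LOC_Os01g72370), a transcription factor of iron uptake, had a log2 fold change of -4.51 (SE 1.17, edgeR adjusted p = 0.130) and NAS3 (LOC_Os07g48980) of -1.07 (SE 0.32). At an unadjusted p under 0.05, by DESeq2 and adjusted over the list alone, 2 of the 4 were higher and 2 lower. In osbzip62 plants INV2 rose (log2 fold change 2.14, SE 0.22), the other 4 tested genes of its list did not pass the test (1 higher and 1 lower when adjusted over the list alone), and 1 of 7 auxin genes, LOC_Os09g37330 (SAUR36, 1.61), rose (1 higher and 4 lower over the list alone). OsNAP was the 1 of 4 stress transcription factor genes that rose (4 over the list alone), and HSFA2c was the 1 of 3 heat shock genes (2 over the list alone). INV2 and the other genes that rose lost the call without Nipponbare replicate 2 or osbzip62 replicate 1, 2 or 3, and LOC_Os09g37330, OsNAP and HSFA2c also without Nipponbare replicate 1 (edgeR adjusted p up to 0.248).

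On the other lists no gene passed edgeR's test in osbzip62 plants. This holds for 5 tested genes of ABA synthesis and breakdown (3 higher and 1 lower at an unadjusted p under 0.05, 2 higher by DESeq2) and 6 clade A PP2C genes (3 higher, 1 by DESeq2). It holds for SAPK2 (1 higher, 0 by DESeq2), 3 third-subfamily bZIP genes (1 higher, 1 by DESeq2), 5 dehydration- and ABA-induced genes (2 higher, 2 by DESeq2) and 5 genes of pathogen response and jasmonate (2 higher, 1 by DESeq2). It also holds for 11 genes of cellulose and lignin synthesis (1 lower, 0 by DESeq2) and for the wax gene GL1-4 (LOC_Os02g40784, log2 fold change 1.05, edgeR adjusted p = 0.0824; 1 higher by DESeq2). In OsbZIP62V plants, edgeR called 0 of 3 heat shock genes (2 higher at an unadjusted p under 0.05, 0 by DESeq2), 0 of 5 senescence genes (3 higher, 0 by DESeq2) and not GL1-4 (log2 fold change 0.13, SE 0.26). Of 16 root genes, 3 were paired and 2 tested, and edgeR called 0 in either comparison (1 higher in each at an unadjusted p under 0.05, 1 higher in each by DESeq2). Of the lists of 11 clock genes and 25 genes of dividing and meristematic cells, 0 were paired with the deposited tables. Pairing ran only through the authors' tables, so none of these was among the paired genes listed there as changed. Their levels in single libraries could not be read.

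Some genes were higher in both lines. By edgeR, 20 genes were higher in both OsbZIP62V and osbzip62 plants, with 2.42 expected from independent lists (Fisher's exact p = 1.17e-13). Fisher's test takes genes as independent, which genes that vary together between libraries are not, so its p does not measure replication over libraries. DESeq2 gave 92 higher in both, 80 higher in OsbZIP62V and lower in osbzip62, 30 lower in OsbZIP62V and higher in osbzip62, and 5 lower in both, and edgeR at an unadjusted p under 0.05 gave 156, 193, 55 and 9. The 20 genes include INV2, LOC_Os01g07170, LOC_Os03g17790, LOC_Os10g28350, the chloroplast chaperone gene ClpD (LOC_Os02g32520, log2 fold changes 1.25 and 1.98 by edgeR) and a cytochrome P450 gene (LOC_Os06g03930, 1.34 and 1.79). By edgeR, another 3 genes were lower in OsbZIP62V and higher in osbzip62 (1.27 expected, Fisher's exact p = 0.133). These were LOC_Os02g56900 (-1.57 in OsbZIP62V), LOC_Os03g15890, similar to a transformer-2 protein (-1.73 and 1.65), and LOC_Os01g53730 (-1.63 and 1.53). LOC_Os03g52680 was lower in both (0.158 expected, Fisher's exact p = 0.148). ClpD, LOC_Os06g03930 and the last 3 loci were chosen after their values were seen. The number higher in both was 13 and 11 without Kitaake replicate 2 or 3, 6 and 42 without Nipponbare replicate 2 or 3, and 0, 4 and 0 without osbzip62 replicate 1, 2 or 3.

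The Table S3 genes varied between libraries of a group together with the cell wall genes. An exchange of the labels of Nipponbare replicate 3 and osbzip62 replicate 2 was looked at. Genes above 5 CPM in 3 libraries and under 0.5 CPM in the other 3 argue against it. There were 9 such genes with the labels as given and 3 with these libraries exchanged. Other counts were larger with the exchange. They were 3149 against 1553 genes with different effects by edgeR, and 674 against 80 opposite genes by DESeq2. The deviations within groups followed those of 10 cellulose and lignin genes not in the table with a Pearson r of 0.952 over 12 libraries. The exact permutation p was 0.00694 (Benjamini-Hochberg adjusted over 3 relations 0.0208), and r was 0.878 without Nipponbare replicate 3 and OsbZIP62V replicate 2, 0.821 with photosynthesis genes (p = 0.0316) and -0.0373 with PP2C and dehydration genes (p = 0.926). Different shares of young, expanding leaf tissue and the activity of OsbZIP62 both stay open and cannot be told apart. For the tissue, 0 of 25 genes of dividing and meristematic cells were paired. None was therefore among the paired genes that the authors listed as changed, but their levels in single libraries could not be read. The secondary wall and lignin genes were not set as markers of young tissue, so they cannot decide this. PORA and the expansin genes, named for their large changes, were also lowest in OsbZIP62V replicate 2. For OsbZIP62, 1 of the 3 OsbZIP62V libraries had a median log2 ratio to Kitaake under 1 across the table. The PP2C and dehydration genes stayed at 3.16, 3.28 and 2.80 in OsbZIP62V replicates 1, 2 and 3. The Table S3 genes also lay at 2.99, 2.25 and 0.92 in Nipponbare, where OsbZIP62 was not overexpressed. Overexpression is therefore not needed for high levels of these genes. Nipponbare is another cultivar, however, and the activity of the protein was not measured.

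Over 19113 genes the fold changes of the 2 comparisons correlated at -0.172 (Spearman) and -0.228 (Pearson), with the same sign for 46.1%. The Spearman value was -0.269 without OsbZIP62V replicate 2 and -0.0106 and -0.277 without Nipponbare replicate 1 or 3. The libraries of a pair of groups did not overlap for 30.5% of genes tested in OsbZIP62V and 22.7% in osbzip62, where chance gives 10%. The test of the difference between the effects called 1553 of 21878 genes by edgeR, 843 more positive and 710 more negative in OsbZIP62V. The number was 597, 380 and 535 without Kitaake replicate 1, 2 or 3, 484, 2985 and 552 without OsbZIP62V replicate 1, 2 or 3, 764, 634 and 3864 without Nipponbare replicate 1, 2 or 3, and 345 and 384 without osbzip62 replicate 1 or 3. Among 100 splits of the libraries, 2 gave as many genes, the real one and the split that exchanges Nipponbare replicate 3 with osbzip62 replicate 2, which gave 3149. Few of the splits drawn reached the real count, but not every possible split was drawn, so a random grouping is not excluded. Splits that kept the Kitaake and OsbZIP62V libraries as labelled gave 48 genes or more. The difference between these 2 groups alone can therefore give part of the count. The count of 3149 points to a structure of the samples within the Nipponbare and osbzip62 libraries.

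The wild types differed in 3014 of 19749 genes, 1661 higher and 1353 lower in Nipponbare, and DESeq2 called 3963. The number was 1573, 1110 and 1375 without Kitaake replicate 1, 2 or 3 and 4914 without Nipponbare replicate 3. Cultivar and any batch of growth or sequencing cannot be told apart in this comparison. Counting genes above 5 CPM in every library of the groups named and under 0.5 CPM in all others, 37 marked both Nipponbare groups and 16 both Kitaake groups. For each pairwise comparison there are 10 splits of the libraries, too few for a share under 0.05. The real counts were 769, 409, 77, 9 and 3014, the highest of the other splits was 0 in each, and 1 of 10 splits, the real one, gave as many. For genes higher in OsbZIP62V and lower in osbzip62, the real count from edgeR was 0 and the highest of the others 0. All 100 of 100 splits reach a count of 0 by necessity, so these splits decide nothing. At an unadjusted p under 0.05, 5 of 100 splits gave as many as the real 193, with 752 the highest of the others, and by DESeq2 5 of 100 gave as many as the real 80, with 674 the highest of the others, so chance cannot be excluded for either count. In both cases every other split that gave as many exchanges Nipponbare replicate 3 with osbzip62 replicate 2, which points to a structure of the samples.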
